# DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment

**DOI:** 10.3389/fnagi.2017.00249

**Published:** 2017-08-02

**Authors:** Lara Ianov, Alberto Riva, Ashok Kumar, Thomas C. Foster

**Keywords:** aging, cognitive flexibility, prefrontal cortex, set shifting task, epigenetics

## Abstract

The current study investigates DNA methylation as a possible epigenetic regulator of transcription associated with aging and cognitive function. Young and aged male Fischer 344 rats were behaviorally characterized on a set shifting task, and whole genome bisulfite sequencing was employed to profile the DNA methylome of the medial prefrontal cortex (mPFC). DNA methylation was also compared to RNA expression in the mPFC from the same animals. Variability in methylation was mainly observed for CpG sites as opposed to CHG and CHH sites. Gene bodies, specifically introns, contain the highest levels of methylation. During aging, hypermethylation was observed for genes linked to synaptic function and GTPase activity. Furthermore, impaired cognitive flexibility during aging was associated with hypermethylation of genes linked to postsynaptic density, dendrites, the axon terminus, and Ca^2+^ channels. Finally, comparison with RNA expression confirmed that hypermethylation was correlated with decreased expression of synaptic genes. The results indicate that DNA methylation over the lifespan contributes to synaptic modification observed in brain aging and age-related cognitive impairment.

## Introduction

Aging and age-related cognitive decline are associated with alterations in brain transcription linked to a number of functions including neuronal plasticity and synaptic wiring (Blalock et al., 2003; Lu et al., 2004; Stranahan et al., 2010; Uddin and Singh, 2013; Ianov et al., 2016b). The mechanism for altered transcription is unknown, but may involve epigenetic changes, including DNA methylation. DNA methylation is thought to play an important role in learning and memory (Day and Sweatt, 2011; Halder et al., 2016); however, due to technological limitations, much of the research on DNA methylation associated with brain aging and cognitive impairment has focused on methylation of CpG sites, particularly in genomic promoter regions of specific candidate genes in the hippocampus (Penner et al., 2011, 2016; Haberman et al., 2012; Ianov et al., 2016a). In contrast, genome-wide methylation studies, in several tissues, have revealed important DNA changes outside the promoter. For example, much of the DNA is comprised of repetitive elements, which can exhibit decreased methylation with age (Bollati et al., 2009; Jintaridth and Mutirangura, 2010; Talens et al., 2012). A decrease in methylation of these retrotransposable elements could result in genetic instability (Cordaux and Batzer, 2009; Li and Zhang, 2014). In addition, genome-wide methylation studies indicate an important role for methylation within the gene body and intergenic regions (Maunakea et al., 2010; Thompson et al., 2010; Guo et al., 2011; Oh et al., 2013; Zhang et al., 2017), which could influence transcription and alternative splicing (Jones, 2012). Finally, methylation of non-CpG sites may be of particular importance for regulating development and maturation of the brain (Xie et al., 2012; Lister et al., 2013; Guo et al., 2014; Sharma et al., 2016).

The medial prefrontal cortex (mPFC) is another brain region that is sensitive to aging and age-related cognitive decline. Previous profiling studies of the aging human prefrontal cortex have reported differential methylation of CpG sites related to brain development and the regulation of transcription (Hernandez et al., 2011; Numata et al., 2012); however, no study has investigated this epigenetic mark in the mPFC at the whole genome base pair resolution. Furthermore, the possible involvement of DNA methylation in aging of the mPFC and the decline in executive function remains to be elucidated. Recently, we reported that relative to young, the aging rodent mPFC is characterized by down regulation of synaptic, postsynaptic, and neuron projection genes, and up regulation of immune-related genes and oxidation-reduction genes (Ianov et al., 2016b). Furthermore, performance of aged animals on an executive function task was correlated with differential expression of genes associated with synaptic activity and regulation of transcription. The current study explores the DNA methylome in these same animals using whole genome bisulfite sequencing to investigate the impact of DNA methylation in aging and the mPFC’s executive function of cognitive flexibility.

## Materials and Methods

### Animals

Procedures involving animal subjects have been reviewed and approved by the Institutional Animal Care and Use Committee and were in accordance with guidelines established by the United States Public Health Service Policy on Humane Care and Use of Laboratory Animals. Male Fischer 344 rats of two ages, young (5–6 months, *n* = 10) and aged (17–22 months, *n* = 20) were obtained from National Institute on Aging colony (Taconic) through the University of Florida Animal Care and Service facility. Animals were maintained on a 12:12 h light schedule, and provided ad lib access to food and water prior to the set shifting task.

### Behavior and Gene Expression

The behavioral performance and differential gene expression for these animals have previously been reported (Ianov et al., 2016b). The initial study included eleven young animals. All but one young animal from the previous study were included in the current study examining DNA methylation. In this case, due to poor initial extraction of RNA from one of the mPFC, the contralateral side was required for RNA and could not be used for DNA methylation. For the current study, we focused on cognitive flexibility, using a set shifting task, which depends on the mPFC function. The methods for the set shifting task, tissue collection, and RNA-seq have been previously published (Ianov et al., 2016b). In brief, prior to the set shifting task, rats were reduced to 85% of their free feeding weights over the course of 5 days and maintained at this weight for the duration of the operant training and testing. Following behavioral shaping, animals were trained on visual discrimination, which required the animal to press the lever signaled by a light over the lever in order to obtain a reward. Upon the acquisition of visual discrimination, animals were tested in the set shifting phase, where the task parameters were changed such that the animal needed to press a lever based on location, and ignore the light, in order to obtain a reward. Our published behavioral data on these animals indicated no age difference in the ability of animals to acquire the visual discrimination (Ianov et al., 2016b). In contrast, an age difference was noted in the trials to criteria (TTC) on the set shifting task with young exhibiting fewer TTC relative to aged. However, aged animals exhibited substantial variability in their ability to shift their responding. In order to separate aged animals according to impairment, a mean split for the set shifting TTC score from the aged rats was performed to separate them into aged unimpaired rats (TTC < 51.7, *n* = 11) or aged impaired rats (TTC > 51.7, *n* = 9) and the behavioral characterization was used to identify changes in transcription associated with cognition (Ianov et al., 2016b). An ANOVA comparing TTC scores for young animals and aged animals characterized as impaired or unimpaired indicated group differences [*F*(2,28) = 23.84, *p* < 0.0001] and Fisher’s *post hoc* tests (*p* < 0.05) indicated that aged impaired (65.2 ± 4.2 mean ± SEM) exhibited more TTC than aged unimpaired (40.6 ± 2.2) and young (36.9 ± 2.8), which were not different from each other. Following completion of set shift testing, animals were returned to *ad libitum* food and water.

In order to minimize effects of behavioral testing, 2 weeks after completion of behavioral characterization, the mPFC (prelimbic and infralimbic regions) was collected and stored in -80°C until processed. Furthermore, the mRNA was enriched by poly-A selection, libraries were constructed, and sequencing was performed in the Ion Proton system (Thermo Fisher). The RNA-seq data is available in NCBI’s Gene Expression Omnibus under the accession number: GSE75772 and the results, relating to the mPFC RNA alterations in aging and cognitive function have been previously reported (Ianov et al., 2016b).

### Genomic DNA Isolation, Sodium Bisulfite Conversion and Library Preparation

Genomic DNA was isolated from the mPFC of the same animals in which the RNA-seq and behavioral data was previously published (Ianov et al., 2016b). Genomic DNA was isolated using the DNeasy Blood & Tissue kit (Qiagen, catalog number: 69504). The DNA concentration was quantified using the Qubit dsDNA HS Assay (Thermo Fisher, catalog number: Q32851) and sodium bisulfite conversion was performed with the EZ DNA Methylation-Direct kit (Zymo Research, catalog number: D5020) according to the manufacturer’s directions. Whole genome bisulfite sequencing (WGBS) libraries were constructed with the Illumina Truseq DNA Methylation kit (Illumina, catalog number: EGMK91324) with the following modifications: following terminal tagging of bisulfite converted DNA, purification was performed with SPRIselect reagent (Beckman Coulter, catalog number: B23317) for optimal size selection. Library size selection was completed using the SPRIselect reagent double-sided method, to remove fragments above and below the target size. The right size ratio used was 0.64 for a total of 32 μl of SPRIselect. The left side ratio used was 0.75, resulting in the ratio difference of 0.11 (left side minus right side ratios). Thus, 5.5 μl of SPRIselect was used for the second selection. Following size selection, amplification of the WGBS libraries was performed with a total of 17 cycles and with the addition of a unique barcode per library for multiplex sequencing with the TruSeq DNA Methylation Index PCR Primers (Illumina, catalog number: EGIDX81312). Successful amplification of each library was visualized with the 2% agarose SizeSelect E-Gel (Thermo Fisher, catalog number: G661002). Finally, libraries were purified using the Agencourt AMPure XP beads (BeckMan Coulter, catalog number: A63880) following the Truseq DNA Methylation kit directions. The concentration of the libraries was quantified by the Qubit dsDNA HS Assay and size distribution was evaluated with the High Sensitivity D1000 Screen Tape in the Tapestation system (Agilent Technologies).

### Sequencing, Bioinformatics, and Statistical Analysis

Paired-end sequencing of the WGBS libraries was performed with an Illumina NextSeq 500 (2x 101 bp) at the University of Florida Interdisciplinary Center for Biotechnology Research core. Multiplex sequencing of WGBS libraries was performed with RNA-seq libraries from a collaborator (50:50 ratio from each library type) to introduce base diversity to each sequencing cycle. Furthermore, 1% of PhiX spike-in control was added to improve the generation of base calls. On average, each biological sample contained a total of 133 million paired-end reads.

The data analysis was performed using the differential methylation analysis pipeline (DMAP2) available at the University of Florida high performance computer (HPC) clusters (Riva, 2016b). In short, DMAP2 is a new pipeline based on the MOABS pipeline (Sun et al., 2014), but with a number of improvements including better quality control and the ability to more accurately control methylation calls for each biological replicates. The steps from DMAP2, which were used for the current study include: (1) read trimming and quality control, which were performed with trimmomatic and FastQC (Andrews, 2010; Bolger et al., 2014). (2) Bisulfite conversion filtering of unconverted bases which was executed by the ‘cscall’ program (Riva, 2016a). (3) Alignment to the rn5 genome using BSMAP (Xi and Li, 2009). (4) DNA methylation calling at CpG sites which was performed with the ‘cscall’ program. The methylation calling parameters were set such that each site detected per group contained an effective coverage of least 15× (minimum coverage per site = 5; minimum number of animals per group = 3). Following the specified parameters, the average genome-wide coverage per CpG site was: 75.4 (young), 73.4 (aged), 74.4 (aged-unimpaired), and 70.1 (aged-impaired). In addition, all replicates contained bisulfite conversion rates above 95%. Furthermore, in order to assess variability among biological replicates, Pearson’s correlation was performed across all CpGs in all biological replicates in the aged and young groups. This analysis shows that the range for the *r*-values among the young animals was from 0.75 to 0.78. 

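Over the deposited CpG sites, Pearson's r between pairs of the 10 young rats ranged from 0.749 to 0.777, with a median of 0.762 over 45 pairs. Each pair shared between 13934 and 55846 CpG sites, and only the sites with a value in both rats entered its r. Restricting the comparison to the 9271 sites with a value in every young rat raised the median r to 0.839, and the rank correlation gave a median of 0.613.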

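For the 20 aged rats, Pearson's r over the CpG sites shared by a pair lay between 0.750 and 0.799, with a median of 0.768 over 190 pairs. The number of CpG sites shared by a pair of aged rats ranged from 13270 to 58599. Over the sites shared by a pair, the difference in median r between the age groups was smaller than the SD of r between pairs of aged rats, which was 0.0107. This did not hold over the sites with a value in every rat of the group. There the median was 0.873 in aged rats (SD 0.0269) and 0.839 in young rats (SD 0.0227).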

Aged animals contained r values from 0.75 to 0.80. Further, the methylated sites were annotated with the ‘genediffmeth’ program available at the University of Florida HPC. Annotation was performed using the Rnor_5.0.78.gtf file, and all sites were annotated according to promoters and gene body (exons and introns) regions.

To address the abundance level of non-CG methylation, the DNA methylation calling step was also performed at CHG and CHH sites (where H represents non-G bases: A, T, or C) with ‘cscall’ at the same coverage levels as CpG. The genome-wide coverage for the detected CHG sites were: 60.7 (young), 65.3 (aged), 61.1 (aged-unimpaired), and 57.5 (aged-impaired). The genome-wide coverage for the detected CHH sites were: 61.7 (young), 67.7 (aged), 62.4 (aged-unimpaired), and 58.9 (aged-impaired). The data for the current study, including the FASTQ files and the DNA methylation ratios for all sites in CG, CHG, and CHH contexts, have been uploaded to NCBI’s Gene Expression Omnibus under the accession number: GSE97612.

Following DNA methylation call and annotation, DNA methylation values from each CpG site and non-CG site were extracted for each biological replicate and statistical comparisons were made for aging and for age impairment. Statistical filtering was employed to obtain gene lists for cluster analysis (Blalock et al., 2003; Aenlle et al., 2009; Ianov et al., 2016b). For differential methylation analysis associated with age, Welch *t*-tests were performed between the aged and young, and a *p*-value of <0.05 was applied as a statistical filter. For the analysis of differential methylation associated with cognitive flexibility impairment, Pearson’s correlations were calculated between TTC scores for the set shifting task, and the DNA methylation ratios for each site. Correlations were limited to the aged animals in order to remove age as a confound. Pearson’s correlation values corresponding to a *p*-value < 0.05 (*r* = 0.444) were used as a statistical filter for the analysis.

For gene enrichment and functional annotation clustering analysis, data sets of hypomethylated or hypermethylated genes were separately submitted to the NIH database for annotation, visualization, and integrated discovery (DAVID, version 6.8) (Huang et al., 2007a,b). The cutoff for cluster selection from DAVID was set to the Benjamini False Discovery Rate (FDR) *p* < 0.05 and the ‘Direct’ and ‘FAT’ categories were used for gene ontology (GO) annotation. The circular genome map figures were generated by Circos using the rn5 genome ideogram obtained from the University of California, Santa Cruz (UCSC) genome browser (Karolchik et al., 2004; Krzywinski et al., 2009). Repetitive elements, identified by RepeatMasker, and CpG island locations were also acquired from the UCSC genome browser for the rn5 genome. The box plots were generated in R with ggplot2 (2.2.1).

## Results

### DNA Methylome Profiling at CpGs of the Aging mPFC

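Whole genome bisulfite sequencing reads cytosines that are protected by methylation as cytosine and unmethylated cytosines as thymine, so that the share of reads with cytosine gives a DNA methylation ratio between 0 and 1 at each site. The authors trimmed the reads, removed reads with unconverted bases, aligned the rest to the rn5 genome and called a site in a rat where at least 5 reads covered it. The deposited values are these ratios for 10 young (5 to 6 months) and 20 aged (17 to 22 months) male Fischer rats, with no value where a rat fell under the minimum, and sites were kept where at least 3 rats in each age group had a value. The number of reads behind each ratio is not part of these values, so the depth at a site in a rat is unknown beyond the minimum of 5, and no interval for a ratio of 1 rat is given. In total, 85484 CpG sites on all chromosomes had values in both age groups, without restriction to promoters and gene bodies, because no annotation of the rn5 genome was used here. The number of these CpG sites with a value in a rat ranged from 22521 to 68148 in aged rats, with a median of 50773, and from 24040 to 70063 in young rats, with a median of 49379. At a typical site, 11 aged and 5 young rats had a value, and 7.49% of the sites had a value in all 30 rats. The rat identifiers fall into 3 number series, named here A (the lowest numbers), B (the next) and C (the highest). Series A holds 11 aged and 3 young rats, series B 8 aged and 3 young rats, and series C 1 aged and 4 young rats. The rats of series B had values at fewer CpG sites, with a median of 35505 in aged rats and 26540 in young rats, against 56844 and 65246 in series A. The paper does not describe these series, and they were used as a possible batch. Methylation at each site was compared with Welch's test on the ratios, 2-sided, with the unadjusted threshold of 0.05 that the paper applied.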

Across the age groups, a total of 16,090 CpG sites were detected in promoter and gene body regions (average sequencing depths in promoter and gene body regions: young – 63.8, and aged – 130.7). The majority of identified sites (94.9%) were found in the gene body regions (**Figure 1A**). Among these sites, a statistical filter for age differences in DNA methylation (*p* < 0.05) was applied, which resulted in a total of 367 hypermethylated CpGs, and 651 hypomethylated CpGs in aged rats (FDR = 0.75). 

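Across all 85483 deposited CpG sites that could be tested, 5240 (6.13%) passed the unadjusted threshold of 0.05 by Welch's test, of which 2061 were hypermethylated and 3179 hypomethylated in aged rats. The FDR at this threshold, computed as the number of sites expected by chance over the number found, was 0.816. After Benjamini-Hochberg adjustment over all tested sites, 59 CpGs remained, 21 hypermethylated and 38 hypomethylated. Of the 57 of these that are also in the calls for AI against AU rats, 15 had another ratio in the same aged rats there, and over the CpGs in both sets the adjusted number fell from 63 to 39 when only sites with the same ratios were tested. With limma's moderated test 34 CpGs passed after adjustment, and 76 passed with the number series of the rats as a covariate. The median size of the difference among the 5240 sites was 0.147. Testing only 1 site per cluster of sites less than 1000 bp apart gave 5.11%, and leaving out the rats of series A, which moved the share most, gave 4.58% of 41238 sites. The mean CpG ratio per rat was 0.698 ± 0.00312 (SD, n = 20) in aged and 0.702 ± 0.00297 (SD, n = 10) in young rats, a difference of -0.00404 (2-sided permutation test, p = 0.00214, adjusted p = 0.0128 over 6 comparisons of mean methylation). Within series A the difference was -0.00487 (exact permutation test, p = 0.0165, 11 aged and 3 young rats), and within series B it was -0.00204 (exact permutation test, p = 0.527, 8 aged and 3 young rats). The pooled difference did not pass the threshold when restricted to the 6407 sites with a value in every rat (permutation test, p = 0.0551).

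**Figure D1:**
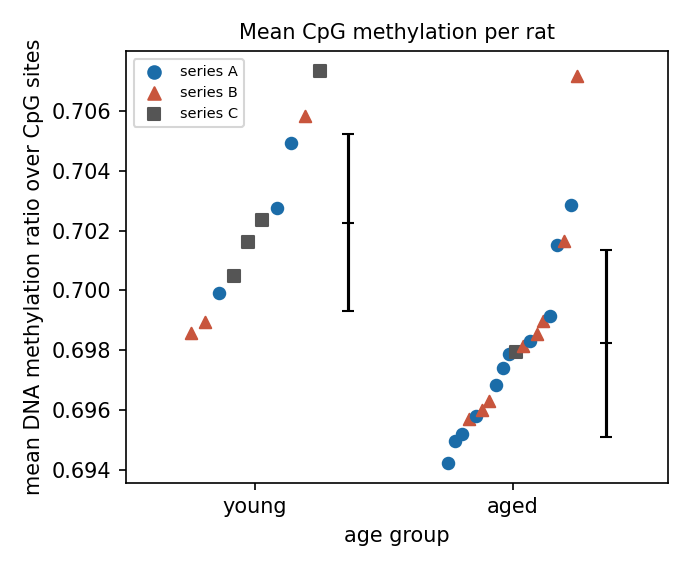
Mean DNA methylation ratio over the CpG sites measured in each rat (vertical axis, which does not start at 0) for young and aged rats. Each point is a rat, its shape and color give the number series of its identifier, and the bars give the mean and SD of each age group. The aged rats lie between 0.694 and 0.707 and the young rats between 0.699 and 0.707, so the groups overlap.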

The distribution of the differentially methylated CpGs was characterized according to genomic location, which indicated that the majority of the differentially methylated CpGs were in introns (83.3%), followed by exons (11.2%), promoters (4.2%), and exon/intron boundaries (1.3%) (**Figure 1B**). In addition, 942 differentially methylated CpG sites were annotated to protein coding genes (592 hypomethylated, 350 hypermethylated), followed by 10 long non-coding (4 hypomethylated, 6 hypermethylated), 36 short non-coding (all hypomethylated) and 30 pseudogenes (19 hypomethylated, 11 hypermethylated) (**Figure 1C**).

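Short non-coding genes in Supplementary Table 2 included 5S_rRNA on chromosome 19 (rn5, listed sites from 67048432 to 67048585), with 8 listed CpGs that were all hypomethylated in aged rats. Within these bounds 35 CpG sites were deposited, 34 of them with a lower mean ratio in aged rats and 28 past the unadjusted threshold. The mean ratio over these sites was 0.135 ± 0.131 (SD, n = 20) in aged and 0.308 ± 0.0321 (SD, n = 10) in young rats (2-sided permutation test, p = 0.00047, for a locus listed because its sites passed the paper's filter in these rats), and 15 of the 20 aged rats lay below every young rat. The SD among aged rats was larger than that among young rats because the aged rats fell apart by the number series of their identifiers. In series A the mean ratio was 0.0371 in 11 aged and 0.324 in 3 young rats (exact permutation test, p = 0.00275). In series B it was 0.283 in 8 aged and 0.302 in 3 young rats (exact permutation test, p = 0.642), and the age difference was not detected there. Over the wider locus from 67047902 to 67048585, the age differences of these series were apart by -0.392 (permutation of the series within each age, with p at the smallest value these permutations can give). Series C held 1 aged rat with a ratio of 0.0287 and 4 young rats with a mean of 0.301. Another 5S_rRNA site, at position 1491162 of chromosome 12, had a mean ratio of 0.857 ± 0.129 in 8 aged and 1 in 3 young rats (exact permutation test, p = 0.164).

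**Figure D2:**
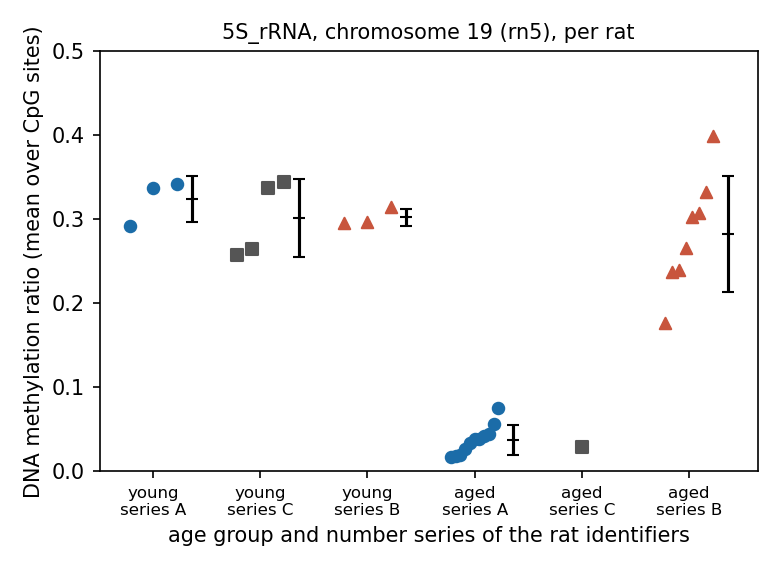
Mean DNA methylation ratio over the CpG sites of 5S_rRNA on chromosome 19 in each rat, by age group and number series of the rat identifiers. Each point is a rat and the bars give the mean and SD of groups with more than 1 rat. The 11 aged rats of series A lie between 0.0166 and 0.0755, and the 8 aged rats of series B lie between 0.176 and 0.400.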

**FIGURE 1:**
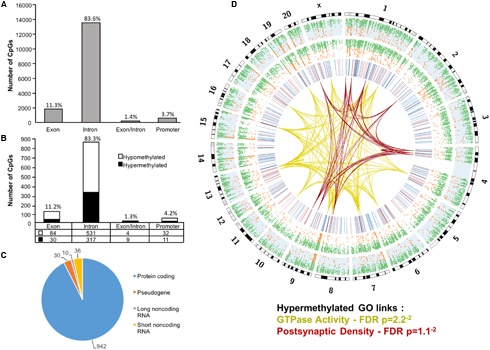
Genomic distribution of CpG sites in the aging mPFC. **(A)** Total CpG sites detected across young and aged rats and annotated according to genomic location in exons, introns, exon/intron boundaries, and promoters. **(B)** Differentially methylated sites (*p* < 0.05) whose methylation increased (filled) or decreased (open) with aging. A large number of CpG sites were located in the gene body regions relative to the promoter. **(C)** The diagram represents the relative proportion of CpGs in the gene body and promoter regions, which were differentially methylated during aging, and associated with protein coding genes (blue), short non-coding RNA (yellow), pseudogenes (orange), and long non-coding RNA (gray). The numbers indicate the number of CpG sites for each gene type. **(D)** Circos plot displaying the relationship of the DNA methylome profile to functional gene clusters for the aging mPFC. The outer track displays the rat genome ideogram by chromosome number. The second track indicates the distribution of all detected CpGs in the aged rats (blue background, *n* = 20) followed by the distribution in young in the third track (*n* = 10). Green dots are CpGs with methylation rates >50%; orange dots are CpGs with methylation rates <50%. The fourth track is a heatmap of differentially methylated CpGs (*p* < 0.05) relative to aged rats (hypermethylated – red; hypomethylated – blue). The links represent GO clusters for GTPase activity (yellow) and postsynaptic density (red) for CpGs, which were hypermethylated in aged animals. The legend indicates the FDR corrected p-value for each cluster.

The 16,090 CpG sites detected in promoter and gene body regions, corresponded to 2,475 genes and hyper- or hypomethylation during aging was associated with 424 genes annotated in DAVID. In order to determine functional clustering associated with differential methylation, the corresponding 191 hypermethylated and 232 hypomethylated genes were separately submitted to NIH DAVID for enrichment analysis of GO terms. Overall, age-related changes in the DNA methylome were primarily associated with hypermethylation of genes linked to GTPase activity (GO:0043087, 17 genes, FDR *p* = 2.2^-2^) and postsynaptic density (GO:0014069, 11 genes, FDR *p* = 1.1^-2^) (**Figure 1D**) (Supplementary Table 1). Furthermore, enrichment for the cellular component GO cluster for the golgi apparatus was also observed (GO:0005794, 25 genes, FDR *p* = 1.5^-2^). Enrichment analysis did not indicate significant clusters for hypomethylated genes. A summary diagram of the results from CpG site detection to GO analysis is shown in **Figure 2A**.

**FIGURE 2:**
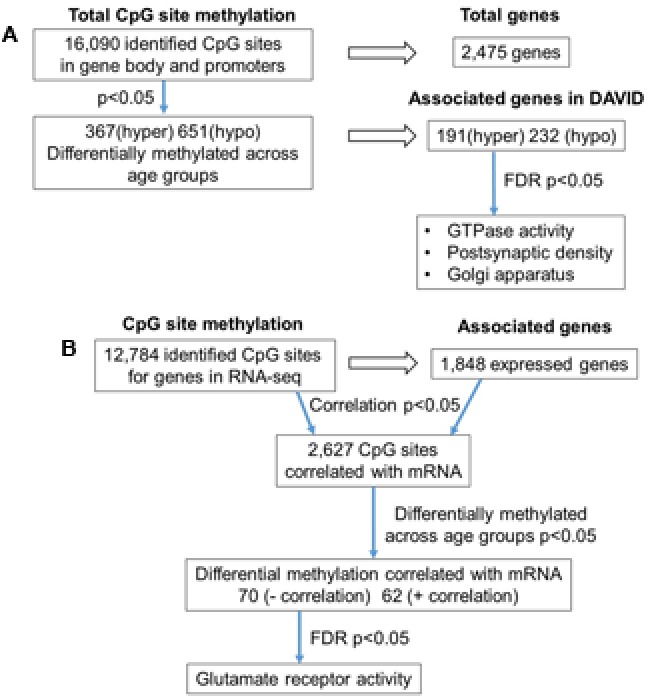
Diagrams summarizing age-related differences in CpG methylation. **(A)** Summary of total sites detected, differentially methylated sites, and associated gene clusters in the mPFC. The blue arrows indicate the analysis steps where a statistical cutoff was applied to determine differentially methylated sites (*p* < 0.05) in aged rats relative to young, and enrichment of genes containing differentially methylated CpG sites (FDR *p* < 0.05). **(B)** Summary of the relationship of CpG methylation and RNA expression in the aging mPFC. The blue arrows indicate the analysis steps where a statistical cutoff was applied to determine DNA to RNA correlation (Pearson’s correlation *p* < 0.05), differential methylation in aged rats relative to young (*p* < 0.05) and enrichment analysis (FDR *p* < 0.05).

To investigate the relationship between DNA methylation and transcription associated with aging, the WGBS dataset was compared to previously published RNA-seq data from the same animals (Ianov et al., 2016b). A summary diagram of the correlation analysis is shown in **Figure 2B**. The comparison between the datasets identified 12,784 CpG sites from promoter and gene body regions, which corresponded to 1,848 genes, which were found in the RNA-seq dataset. Pearson’s correlation identified 2,627 CpGs in which DNA methylation for a gene was correlated to RNA expression (*p* < 0.05, *r* = 0.361), regardless of age (FDR = 0.24). When the analysis was limited to the 1,018 CpG sites, which were different with age, 70 differentially methylated CpGs were negatively correlated to RNA expression (Supplementary Table 2). Likewise, 62 differentially methylated CpGs across the age groups were positively correlated to RNA expression (Supplementary Table 2). 

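All 132 CpGs of Supplementary Table 2 were found among the deposited sites, with the same number of rats per group as the table gives, and all 132 changed in the direction the table prints. The RNA levels of these rats were not analysed here, so the sign of the correlation with RNA is the paper's. Of the 70 sites with a negative correlation, 26 in 24 genes were hypermethylated in aged rats, with a mean ratio of 0.826 in aged and 0.620 in young rats. The other 44 sites, in 33 genes, were hypomethylated, with a mean ratio of 0.623 in aged and 0.796 in young rats. The median difference was 0.194 at the hypermethylated and -0.153 at the hypomethylated sites. Every listed site passed the unadjusted threshold, as the study had selected them, and all 132 passed it adjusted over the list alone, which is not independent evidence because the list was chosen on these rats. Adjusted over all tested sites, 4 of the 132 passed. In the median, 9 aged and 4 young rats had a value at a listed site, and the paper's summed depth was 68 reads in aged and 31.5 reads in young rats.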

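At the 62 CpGs with a positive correlation to RNA, 23 sites in 23 genes were hypermethylated in aged rats, with differences from 0.0825 to 0.798 and a median of 0.169. The other 39 sites, in 29 genes, were hypomethylated, with differences from -0.374 to -0.0489 and a median of -0.156. The cut-off for the correlation was r = 0.361, which corresponds to the 0.05 threshold for 30 rats. Of the 132 sites listed with a negative or positive correlation, 9 had a value in all 30 rats, and the median was 14 rats. For 49 of the 132 sites (37.1%), the printed r passed the 0.05 threshold for the number of rats with a value at that site.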

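The glutamate receptor genes *Grik2* and *Grm5* each had 1 CpG in Supplementary Table 2, both in introns. At the *Grik2* site (chromosome 20, position 55666422 of rn5) the ratio was 0.934 ± 0.0770 (SD) in 8 aged and 0.808 ± 0.0629 in 3 young rats, a difference of 0.126 (exact permutation test, p = 0.0545). The *Grm5* site (chromosome 1, 158069854) had a ratio of 0.803 ± 0.145 in 5 aged rats and of 0.571 in each of 3 young rats (exact permutation test, p = 0.0536). Benjamini-Hochberg adjusted values over the CpGs set for this comparison were 0.0714 for *Grik2* and 0.0714 for *Grm5*. The paper's summed depth in aged and young rats was 68 and 21 reads at *Grik2* and 39 and 21 at *Grm5*. No number series of the rat identifiers held 3 young rats with a value at *Grik2* or *Grm5*. At *Grik2* series A gave a mean of 0.927 in 6 aged and 0.838 in 2 young rats, and at *Grm5* all 5 aged rats with a value were of series A.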

Among the age-relevant CpGs that negatively correlated with RNA expression, a single significant cluster was observed, glutamate receptor activity (GO:0008066, 3 genes, FDR *p* = 1.3^-2^), which contained the following genes with increased methylation during aging: *Grik2*, *Grm5*, *Grm1*. It is also interesting to note that *Ppp1r9a*, which is linked to postsynaptic function, was observed to exhibit increased methylation that correlated with decreased expression (Supplementary Table 1).

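The *Ppp1r9a* site, at an exon/intron boundary at position 29957195 of chromosome 4, had a ratio of 0.843 ± 0.151 (SD) in 5 aged and 0.589 ± 0.0839 in 3 young rats (exact permutation test, p = 0.0714, adjusted p = 0.0714 over the CpGs set for this comparison). With the 56 possible arrangements of these 8 rats, a difference of 0.254 was within reach of other arrangements. The paper's summed depth was 30 reads in aged and 17 in young rats. From the higher methylation of *Grik2*, *Grm5* and *Ppp1r9a*, among other genes, in aged rats and the negative correlation with their RNA, the paper proposes in its discussion that methylation contributes to the synaptic modification of brain aging.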

Due to the high occurrence of CpGs in repetitive elements across mammalian genomes, we investigated the abundance of the DNA methylation in repetitive elements of the rat mPFC for the aging dataset (Cordaux and Batzer, 2009; Su et al., 2012; Darby et al., 2016). The genomic locations from repetitive elements were downloaded from the UCSC genome browser identified by RepeatMasker for the rn5 genome which contained several classes of repetitive elements including DNA transposons, long interspersed nuclear elements (LINE), long terminal repeats (LTR), short interspersed nuclear elements (SINE), low complexity repeat, simple repeat, satellites, and RNA repeat. The locations of the repetitive elements were intersected to the chromosomal location of all CpG sites in promoters, exons, introns and all other sites outside of intragenic regions of young and aged animals. The total number of CpG sites within repetitive elements was 64,280, where the top three classes containing the most sites were: LINE (47,313 CpGs), followed by LTR (7,811 CpGs), and satellite (6,543 CpGs) (**Figure 3A**). Furthermore, the genome-wide DNA methylation ratios between young and aged rats were similar among most repeat types; however, there was a significant difference for age in low complexity repeats and RNA repeats (*p* < 0.05), with decreased methylation ratios for aged animals (**Figure 3B**).

**FIGURE 3:**
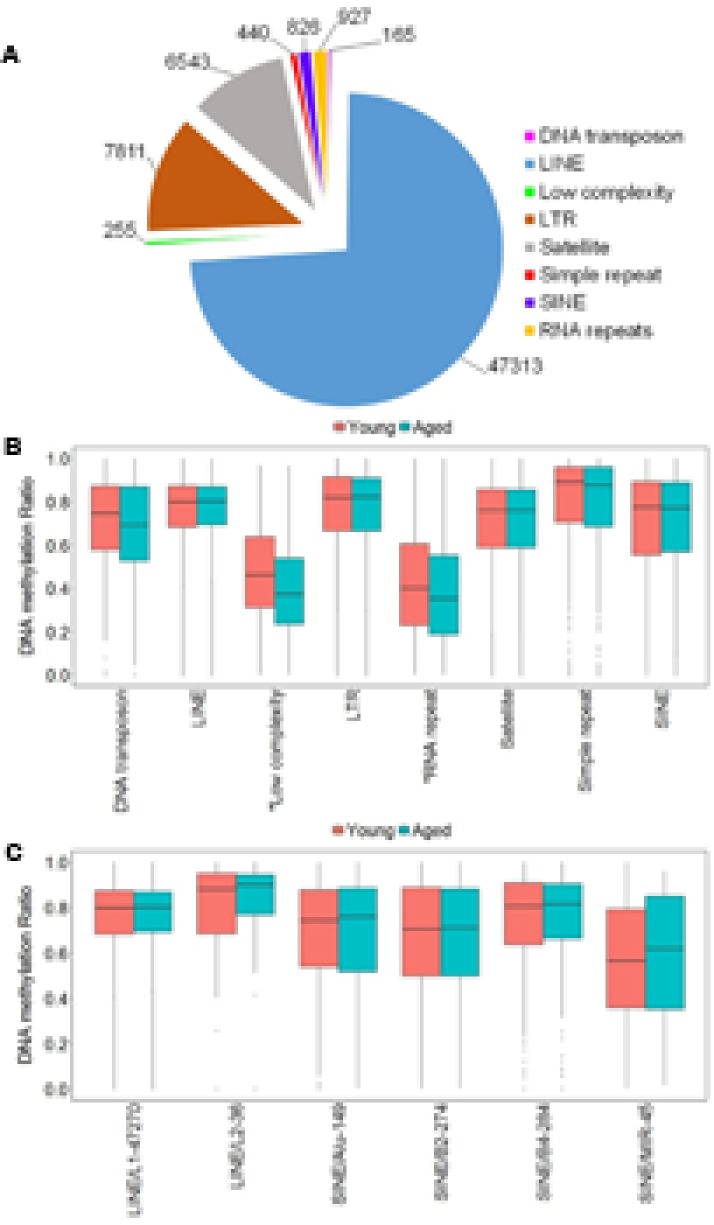
DNA methylation of repetitive elements in the aging mPFC. **(A)** Total number of detected CpG sites within repetitive elements across the genome. **(B)** Genome-wide DNA methylation ratios across the repetitive elements in young and aged rats. The gray dots indicate the outliers from the boxplots. The asterisks indicate a significant difference for age observed across all CpG sites within low complexity and RNA repeats (*p* < 0.05). **(C)** DNA methylation from the LINE and SINE families. The *x*-axis indicates the class, family, and number of CpG sites within each family, respectively. The gray dots indicate outliers within each family. The genome-wide methylation levels of the indicated families were not different between young and aged rats.

In other tissues, DNA methylation of specific families from the LINE and SINE classes have been associated with diseases, including cancer (Igarashi et al., 2010; Richardson et al., 2015). Therefore, we quantified DNA methylation in the most abundant families from LINE and SINE. The L1 family from the LINE group contained the highest number of CpGs (47,270) while the L2 family contained 36 CpGs. The SINE class was subdivided into Alu, B2, B4, and MIR families, which contained 149, 274, 284, and 45 CpGs, respectively (**Figure 3C**). However, *t*-tests of the genome-wide methylation levels among the elements were not different with aging (**Figure 3C**).

Next, we investigated the abundance of repetitive elements in the 1,018 CpG sites, which were located in the promoter and gene body regions and were differentially methylated across age groups. Relative to young, aged rats exhibited 235 hypermethylated CpGs (8 in exons, 221 in introns, 2 in exons/introns, and 6 in promoter regions) and 418 hypomethylated CpGs within repetitive elements (32 in exons, 376 in introns, 1 in exon/intron, and 9 in promoter regions). Hypomethylated and hypermethylated genes were separately submitted to DAVID for each class of repetitive elements; however, no significant clustering was observed.

Lastly, CpG sites were annotated to regions belonging to CpG islands downloaded from the UCSC browser. Across the entire genome, we identified 2,511 CpGs, which belong to 146 islands. Among these, only a small number of sites within promoter and gene bodies were differentially methylated across the age groups: 39 hypomethylated CpGs were in islands, and 12 hypermethylated sites belonged to islands. In addition, among the differentially methylated sites, no overlap between sites in CpG islands and repetitive elements were observed.

### mPFC DNA Methylome Profiling at CpGs in Relation to Cognitive Flexibility

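The 20 aged rats had been classified by the trials to criterion (TTC) of the set shifting task into 9 aged impaired (AI) and 11 aged unimpaired (AU) rats. The ratios for this comparison were deposited as a further set of calls, made with the same minimum of 5 reads and at least 3 rats in each of the AI and AU groups, in which 80903 CpG sites had values. A rat had a value at 27124 to 69985 of these sites in the AI group, with a median of 48706, and at 21772 to 65465 in the AU group, with a median of 57637. In the median, 5 AI and 6 AU rats had a value at a site. The TTC score of each rat was not analysed here, so AI rats were compared with AU rats by Welch's test in place of the correlation with TTC, and the comparison uses the ranking of the rats only as far as these groups hold it. The same aged rats appear in the calls for aged against young rats, and 65509 CpG sites are in both sets of calls. At these sites 99.3% of the ratios of a rat were the same in both sets, but 542 sites had another ratio in at least 1 rat. At 15 CpG sites a rat's ratio moved by more than 0.8 between the sets. At position 54908355 of chromosome 1 the ratio in AI rats was 0.988 (7 rats) in the calls for aged against young rats and 0.110 (9 rats) in the calls for AI against AU rats. Differences near 1 between groups were therefore checked against the other set of calls.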

In order to examine DNA methylation related to cognitive function, sites were called separately for aged animals characterized as impaired (AI) or unimpaired (AU). Similar to the aging analysis, CpG calls were limited to sites that exhibited a minimum of 15× coverage per group (i.e., at least three animals in each group). The total number of CpG sites detected across the age impaired and unimpaired rats in the promoter and gene body regions was 14,696, which corresponded to 2,123 genes (average sequencing depths in promoter and gene body regions: aged unimpaired – 77.6, and aged impaired – 67.3). Similar to the aging dataset, the majority of the sites detected (94.9%) were found in the gene body regions (**Figure 4A**). Among these sites, Pearson’s correlation analysis was performed between the set shifting TTC scores and methylation for each CpG site to investigate the relationship between DNA methylation changes and the ability to shift responses (*p* < 0.05, *r* = 0.444). 

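The r of 0.444 corresponds to the 0.05 threshold for 20 rats. Of the 80903 deposited CpG sites of the AI and AU calls, 9.90% had a value in all 20 rats, the median was 12 rats and the minimum 6. At the median of 12 rats an r of 0.444 corresponds to p = 0.148, and at the minimum of 6 rats to p = 0.378, by the distribution of r for each number of rats (not a permutation test). To measure what this cut-off passes without any relation, 100 sets of random scores were assigned to the 20 rats. With these, a median of 17.3% of the CpG sites had an r of at least 0.444 in either direction, with a range from 15.9% to 19.1%. The share computed from the paper's number of correlated sites over the number tested in promoters and gene bodies is 18.2%, and 9 of the 100 sets of random scores gave a share as large over the deposited sites. With the AI and AU groups in place of a score, 17.1% of all the CpG sites passed, and 1 of 100 splits of the rats, the real one, gave as many (median 15.5%), although other splits lose sites with few rats. Over sites without this limit, 4.05% of the 8012 sites with a value in all 20 rats passed, and 91 of 100 splits gave as many.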

The results indicated 2,682 sites in which methylation correlated with behavior (FDR = 0.27). 

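Comparing AI with AU rats, 3314 of 80901 CpG sites (4.10%) passed the unadjusted threshold of 0.05, of which 1684 were hypermethylated and 1630 hypomethylated in AI rats. The FDR at this threshold, computed as for age, was 1.22, above 1. Adjusted over all tested sites, 7 CpGs passed, 6 of which had another ratio in the same rats in the calls for aged against young rats. With limma's moderated test and the number series of the rats as a covariate, which moved the share most, 5.83% of the sites passed. The mean CpG ratio per rat was 0.698 ± 0.00224 (SD) in 9 AI and 0.698 ± 0.00283 in 11 AU rats (exact permutation test, 2-sided, p = 0.740). The difference was 0.00204 within series A (exact permutation test, p = 0.104, 5 AI and 6 AU rats) and -0.00228 within series B (exact permutation test, p = 0.4, 4 AI and 4 AU rats).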

For these sites, 1,329 CpGs were positively correlated, such that increased methylation was associated with delayed shifting, and 1,353 CpGs were negatively correlated with delayed shifting. The genomic distribution of CpGs, correlated to delayed shifting, was similar to that observed for age differences, with the majority of the sites being present in introns (83.3%), followed by exons (11.5%), promoters (3.5%), and exon/intron boundaries (1.7%) (**Figure 4B**). In addition, 2,547 differentially methylated CpG sites were annotated to protein coding genes (1,285 hypomethylated, 1,262 hypermethylated), 20 long non-coding RNA genes (11 hypomethylated, 9 hypermethylated), 21 short non-coding RNA genes (8 hypomethylated, 13 hypermethylated) and 94 pseudogenes (49 hypomethylated, 45 hypermethylated) (**Figure 4C**).

**FIGURE 4:**
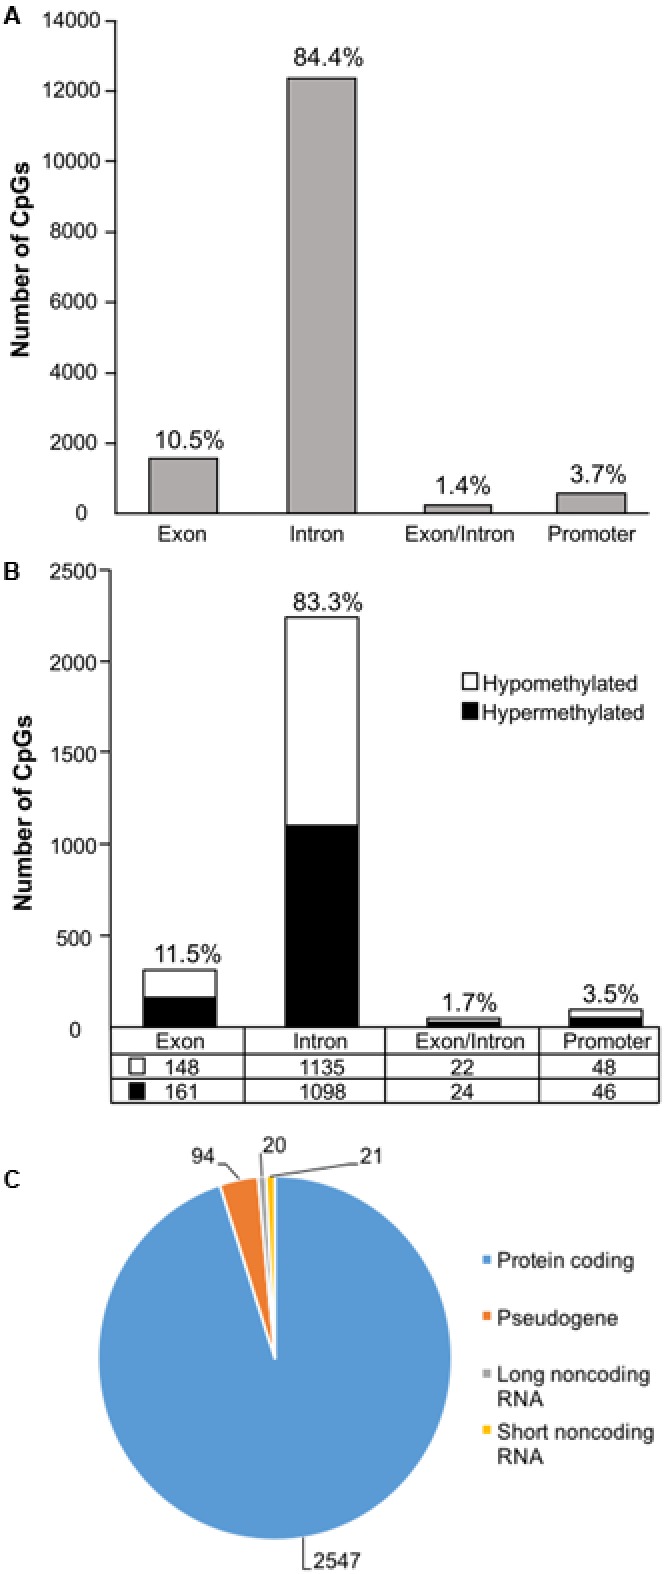
Genomic distribution of CpG sites relative to cognitive flexibility performance in aged rats. **(A)** Total CpG sites detected across all aged rats were annotated according to genomic location in exons, introns, exon/intron boundaries, and promoters. **(B)** Differentially methylated sites (Pearson’s correlation, *p* < 0.05) whose methylation increased (filled) or decreased (open) in aged-impaired rats. A large number of CpG sites were located in the gene body regions relative to the promoter. **(C)** The diagram represents the relative proportion of CpGs in the gene body and promoter regions, which were differentially methylated according to cognitive function, and associated with in protein coding genes (blue), short non-coding RNA (yellow), pseudogenes (orange), and long non-coding RNA (gray). The numbers indicate the number of CpG sites for each gene type.

Gene enrichment analysis was performed to identify biological function related to differential methylation correlated with set shifting behavior. For the 1,329 CpGs that were positively correlated with delayed shifting (i.e., hypermethylated in impaired animals), 549 genes were annotated in DAVID, and for the 1,353 CpGs which were negatively correlated with delayed shifting (i.e., hypomethylated in impaired animals), 562 genes were annotated in DAVID. Hypermethylation was observed for genes linked to synapse (GO:0045202, 40 genes, FDR *p* = 1.3^-2^), postsynaptic density (GO:0014069, 21 genes, FDR *p* = 4.4^-4^), and ion channel activity (GO:0005216, 25 genes, FDR *p* = 2.7^-2^) (**Figures 5A–C**) (Supplementary Table 3). Additional clusters linked to cell junction (GO:0030054, 25 genes, FDR *p* = 7.9^-3^), axon terminus (GO:0043679, 14 genes, FDR *p* = 3.8^-2^), dendrite (GO:0030425, 31 genes, FDR *p* = 2.1^-2^), and calcium channel activity (GO:0005262, 12 genes, FDR *p* = 1.9^-2^) were also observed. Hypomethylation in delayed shifting was correlated to cellular component clusters linked to neuron part (GO:0097458, 70 genes, FDR *p* = 3.4^-2^), and cytoskeleton organization (GO:0007010, 51 genes, FDR *p* = 4.7^-2^) (Supplementary Table 4). A summary diagram of the results from CpG site detection among aged animals to GO analysis is shown in **Figure 6A**.

**FIGURE 5:**
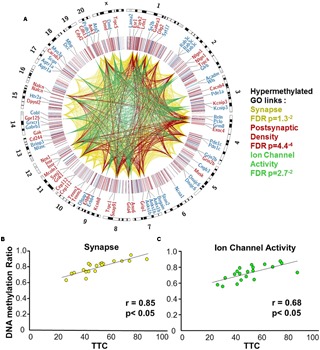
DNA methylation patterns associated with delayed set shift behavior in aged rats. **(A)** The outer circle of the Circos plot highlights a subset of genes from CpGs, which were correlated (hypermethylated – red, hypomethylated – blue) with behavior for animals characterized as aged-impaired (*n* = 9) and aged-unimpaired (*n* = 11), followed by a heatmap of all significant CpGs (Pearson’s correlation *p* < 0.05). The links represent CpG sites associated with genes containing GO clusters for synapse (yellow), postsynaptic density (red), and ion channel activity (green). The legend indicates the FDR corrected *p*-value for each cluster. **(B,C)** Pearson’s correlation between TTC scores of each aged animal (represented by each circle) and the average DNA methylation rates of all CpG sites from the gene clusters related to **(B)** the synapse (40 genes; 60 CpG sites) and **(C)** ion channel activity (25 genes; 35 CpG sites).

**FIGURE 6:**
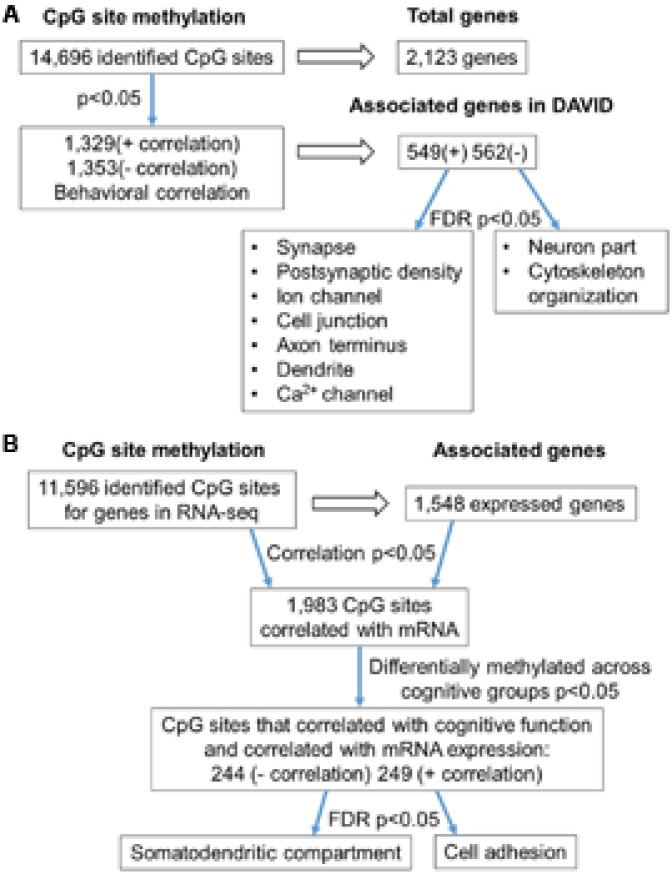
Diagram summarizing CpG methylation in aged-impaired and aged-unimpaired rats. **(A)** Summary of total sites detected, differentially methylated, and associated to gene clusters according to set shifting performance. The blue arrows indicate the analysis steps where a statistical cutoff was applied to determine differentially methylated sites (Pearson’s correlation, *p* < 0.05) in aged-impaired relative to aged-unimpaired. Finally, functional categories were revealed using enrichment analysis (FDR *p* < 0.05) of genes for methylated CpG sites that positively (+) or negatively (–) correlated with the TTC score. **(B)** Summary of the correlation of CpG methylation to RNA expression in aged-impaired and aged-unimpaired rats. The blue arrows indicate the analysis steps where a statistical cutoff was applied as a criterion for further analysis. The first cutoff required a correlation of DNA methylation and RNA expression (Pearson’s correlation *p* < 0.05). Next the methylation sites had to exhibit a correlation with behavior (Pearson’s correlation *p* < 0.05). Finally, enrichment analysis was performed (FDR *p* < 0.05) which resulted in a subset of genes which exhibited negative (–) or positive (+) correlation functionally related to the GO terms indicated.

Next, the results were compared to the RNA-seq dataset to examine the relationship of DNA methylation and RNA levels among the aged individuals belonging to impaired and unimpaired groups. Considering all CpG sites in the promoter and gene body regions in aged animals, across cognitive groups, 11,596 CpGs corresponded to 1,548 genes in the RNA-seq data. Pearson’s correlation across all aged-impaired and aged-unimpaired rats resulted 1,983 CpGs which were correlated to RNA levels (*p* < 0.05, *r* = 0.444) (FDR = 0.29). However, in order to focus on set shifting performance, a statistical filter was employed, such that only CpGs sites, which exhibited a correlation between DNA methylation and TTC scores (*p* < 0.05, *r* = 0.444), were retained for subsequent correlation with mRNA expression and gene enrichment analysis. 

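All 493 CpGs of Supplementary Table 5 were found among the deposited sites, with the number of rats the table gives. The table's signs of correlation with TTC and with RNA are the paper's. Among the 244 CpGs with a negative correlation to RNA, 134 in 107 genes had a positive correlation with TTC, and the mean ratio at these was 0.805 in AI and 0.685 in AU rats, with AI rats higher at 127 sites. The other 110 sites, in 93 genes, had a negative correlation with TTC and a mean ratio of 0.698 in AI and 0.821 in AU rats, with AI rats lower at 109 sites. At the unadjusted threshold, AI and AU rats differed at 14 of the 134 and at 8 of the 110 sites.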

Among the sites that were correlated with set shifting performance, 244 CpGs were negatively correlated to mRNA (Supplementary Table 5). Likewise, 249 CpG sites were positively correlated with mRNA (Supplementary Table 5). 

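At the 249 CpGs with a positive correlation to RNA, the sign of the difference between AI and AU rats matched the table's correlation with TTC at 128 of 131 sites with a positive and at 115 of 118 sites with a negative correlation. Over all 493 sites of Supplementary Table 5 the sign matched at 479, and at 398 when medians over rats replaced means. AI and AU rats differed at 45 of the 493 sites at the unadjusted threshold, and at 0 adjusted over the list alone or over all tested sites. The median number of aged rats with a value was 8 per site, 145 sites had 6 and 3 sites had 20. The printed r with TTC passed the 0.05 threshold for the site's own number of rats at 116 sites (23.5%), the printed r with RNA at 118 sites, and both at 34 sites. Averaged per rat over the sites with a positive correlation to TTC, the ratio was 0.827 ± 0.0525 (SD) in 9 AI and 0.699 ± 0.0533 in 11 AU rats. Over the sites with a negative correlation it was 0.653 ± 0.0629 in AI and 0.790 ± 0.0368 in AU rats. Because the sites were selected on these rats, the differences of 0.127 and -0.137 were set against sites selected on 99 random splits of the 20 rats. Those sites were selected on the split itself, while the paper selected its sites on TTC and on RNA. Larger differences are therefore built into the splits, and the comparison cannot decide whether the listed sites exceed what their own selection gives. Counting the real one, 100 of 100 splits gave a difference as large for the sites with a positive and 95 of 100 for the sites with a negative correlation.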

Cluster analysis for genes that negatively correlated with CpG methylation indicated enrichment of RNA involved in the cellular component of the somatodendritic compartment (GO:0036477, 20 genes, FDR *p* = 2.8^-2^). For genes that positively correlated with CpG methylation, enrichment was observed for cell adhesion (GO:0007155, 27 genes, FDR *p* = 4.4^-2^). However, many of the genes have also been linked to regulation of synaptic contacts (*Cntn4*, *Kirrel, Nfas, Dscaml1, Ctnna2, Cntnap5b, Cntnap5c, Efna5, Il1rapl1, Nlgn1, Phldb2, Ptk2*). 

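Apart from *Nlgn1*, Supplementary Table 5 lists 17 CpGs in 11 of these genes (*Nfas* as *Nfasc*), 13 with a positive correlation to RNA and 4, in *Cntnap5b*, *Cntnap5c*, *Efna5* and *Il1rapl1*, with a negative correlation. At 6 of these 17 CpGs, 3 rats were compared with 3, and no values there could have given an exact p under 0.05. Among the other 11, only *Phldb2* had a site with an exact p under 0.05 between AI and AU rats. At its site (chromosome 11, position 60567404) the ratio was 1 in each of 4 AI rats and 0.787 ± 0.0542 (SD) in 3 AU rats (exact permutation test, p = 0.0286, adjusted p = 0.474 over 22 named sites). The *Ptk2* site (chromosome 7, 114498195) had the largest difference, with 0.414 ± 0.236 in 3 AI and 0.849 ± 0.144 in 3 AU rats (exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). At the *Ctnna2* site (chromosome 4, 173123195) the ratio was 0.433 ± 0.0577 in 3 AI and 0.672 ± 0.0752 in 3 AU rats (exact permutation test, p = 0.1). AI rats were lower at the sites of *Cntn4*, *Kirrel* and *Nfasc* and at both sites of *Efna5*, and higher at the site of *Dscaml1*. *Cntnap5b* had 1 higher and 2 lower sites and *Il1rapl1* had 1 higher and 1 lower site. At *Cntnap5c* the sign matched the table's correlation with TTC at 1 of 3 sites.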

A summary diagram of the correlation analysis is shown in **Figure 6B**.

### Non-CG Methylation in the mPFC

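The deposited calls held 266960 CHG and 707223 CHH sites with values in at least 3 aged and 3 young rats, where H stands for any base other than G. A rat had a value at 64619 to 213469 CHG sites, with a median of 156982, and at 156485 to 560946 CHH sites, with a median of 421104, among aged rats. Among young rats the medians were 144972 CHG and 387958 CHH sites. The ratios were made in the same way as for CpG sites and were not restricted to promoters and gene bodies here. For the comparisons between groups, CHG and CHH sites with a mean ratio over 0.1 in at least 1 of the groups compared were kept, which left 14641 CHG and 28246 CHH sites for age.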

In order to access the abundance of non-CG methylation in promoters and gene body regions of the mPFC, CHG, and CHH sites were quantified in young and aged animals. Supplementary Table 6 shows the total number of sites detected and the DNA methylation ratio for each context analyzed. While more sites were detected in non-CG context, the majority of the non-CG sites detected contained DNA methylation levels of less than 10%, with an overall average of less than 2.5% across all age groups (**Figure 7A** and Supplementary Table 6). In contrast, for CpG sites, only 3.5% of the sites in young, and 3.6% of the sites in aged animals contained ratios of less than 10%, with an overall average of 73% methylation across all sites in the promoter and gene body (**Figure 7A** and Supplementary Table 6). Thus, to reduce the chance of false positives, non-CG sites that contained methylation levels of less than 10% in both age groups were filtered out from our analysis.

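The mean ratio over all deposited CHG sites was 0.0229 in aged and 0.0227 in young rats, and over CHH sites it was 0.0172 in aged and 0.0170 in young rats. At or under a ratio of 0.1 lay 96.3% of the CHG sites in aged and 95.7% in young rats, and 97.2% of the CHH sites in aged and 96.9% in young rats. The mean CHG ratio per rat did not differ between the ages (0.0228 ± 0.000488 in 20 aged and 0.0227 ± 0.000477 in 10 young rats, permutation test, p = 0.741), nor did the mean CHH ratio (0.0168 ± 0.000637 and 0.0170 ± 0.000398, permutation test, p = 0.489). Within the number series, none of the 4 comparisons of non-CG means between ages passed the threshold either, with the smallest at p = 0.102 for CHG sites in series A (exact permutation test, 11 aged and 3 young rats).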

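Over all deposited CpG sites, 4.48% of the sites in young and 4.48% in aged rats had a mean ratio at or under 0.1, and the average methylation was 70.9% in both age groups. Taking the median over rats in place of the mean, 4.81% of the CpG sites in young and 4.90% in aged rats were at or under 0.1. Counted within each rat over its own sites, the share was 5.11% to 6.01% in young and 5.22% to 5.96% in aged rats. The SD of these shares between rats was 0.265 percentage points in young and 0.186 in aged rats. They are another measure than the share by group mean or median, so their SD does not bound the difference between the ages given above.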

**FIGURE 7:**
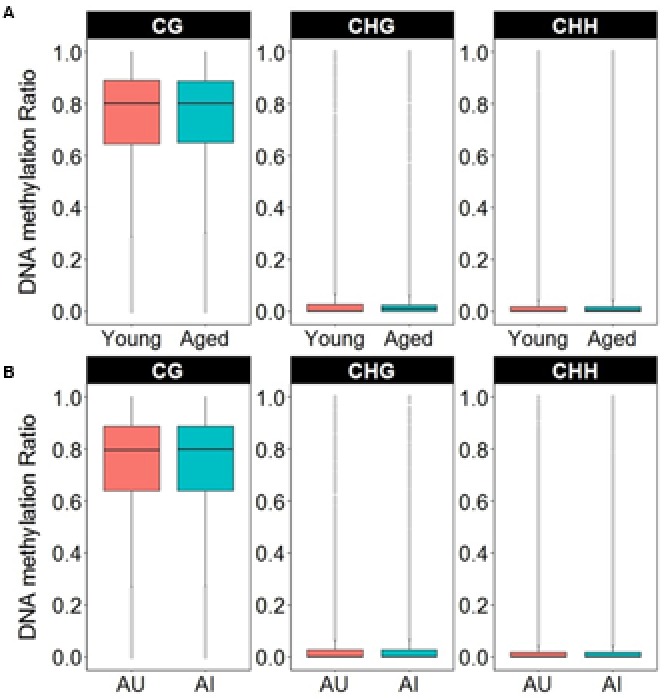
Boxplots of DNA methylation from the gene body and promoters in CpG, CHG, and CHH sites according to **(A)** age or **(B)** cognitive function. The gray dots indicate the outliers for each boxplot. Note that in contrast to CpG sites, the majority of non-CpG sites contained DNA methylation levels less than 10%.

### Non-CG Methylation and Aging

#### CHG Sites

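Of 14555 CHG sites tested by Welch's test with a mean ratio over 0.1 in at least 1 age group, 1307 (8.98%) passed the unadjusted threshold, 694 hypermethylated and 613 hypomethylated in aged rats, and 308 passed after adjustment over the tested sites. The share depended on the filter and was 2.12% of 266874 sites without it, and limma's moderated test gave 13.7%, with 31.2% of the sites hypermethylated against 53.1%. Many of the largest differences lay at sites near 0 in one age group and near 1 in the other. At 369 CHG sites the group means differed by more than 0.8. Of the 270 such sites that are also in the AI and AU calls, 205 (75.9%) had another ratio in the same aged rats there, so that their difference with age depends on the set of calls. At the CHG site at position 183587170 of chromosome 3, AI rats had a mean ratio of 1 (8 rats) in the calls for aged against young rats and of 0.00893 (8 rats) in the calls for AI against AU rats. Among CHG sites in both sets of calls, 260 passed the adjusted threshold for age, and 73 did when only the sites with the same ratios in both sets were tested. The direction at the unadjusted threshold reversed with this restriction, from 56.4% to 47.1% hypermethylated (383 hypermethylated and 431 hypomethylated).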

Analysis revealed 126 hypermethylated (*p* < 0.05) (corresponding to 74 genes) and 110 hypomethylated sites (corresponding to 78 genes) CHG sites in aged animals (**Figure 8A**). Gene enrichment analysis was performed to identify biological function related to differential methylation of CHG sites in aging. Among the hypomethylated genes, 59 genes were annotated in DAVID, and clustering was observed for GTPase activity (GO:0043087, 9 genes, FDR *p* = 1.2^-2^). Among the hypermethylated genes, 47 genes were annotated in DAVID, however, clustering did not pass our FDR cutoff.

**FIGURE 8:**
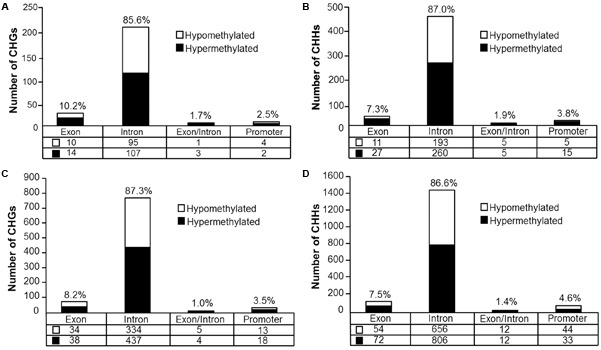
Genomic distribution of CHG and CHH sites according to aging **(A,B)** or cognitive flexibility performance **(C,D)**. **(A,B)** Differentially methylated sites (*p* < 0.05) whose methylation increased (filled) or decreased (open) in aged rats relative to young at **(A)** CHG sites and **(B)** CHH sites. **(C,D)** Genomic distribution of CHG and CHH sites relative to cognitive flexibility performance in aged rats. Differentially methylated sites (Pearson’s correlation, *p* < 0.05) whose methylation increased (filled) or decreased (open) in aged-impaired rats relative to aged-unimpaired at **(C)** CHG sites and **(D)** CHH sites.

The relationship between methylation of CHG sites and RNA levels was examined, regardless of age. Overall, in the CHG dataset, 2,413 sites detected corresponded to 750 genes in the RNA-seq dataset. Pearson’s correlation across all rats resulted in 526 sites which were correlated to RNA levels (*p* < 0.05, *r* = 0.361). For the 526 sites in which methylation correlated with RNA expression, only 65 sites exhibited differential methylation across age groups, with 20 differentially methylated sites negatively correlated to RNA levels, and 45 differentially methylated sites positively correlated to RNA levels. Enrichment analysis did not indicate significant clusters for RNA associated with differentially methylated CHG sites.

#### CHH Sites

For CHH sites that exhibited methylation greater than 10% in at least one of the age groups, 307 sites were hypermethylated (*p* < 0.05, corresponding to 138 genes) and 214 sites were hypomethylated (corresponding to 110 genes) in aged rats (**Figure 8B**). 

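Of 28018 CHH sites tested, 2469 (8.81%) passed the unadjusted threshold for age, of which 1449 were hypermethylated and 1020 hypomethylated in aged rats, and 627 passed after adjustment. At 819 CHH sites the means of aged and young rats differed by more than 0.8, with aged rats higher at 530. Of the 572 of these sites that are also in the AI and AU calls, 429 (75%) had another ratio in the same aged rats there. Over the CHH sites with the same ratios in both sets of calls, 7.79% passed the unadjusted threshold, with 52.4% hypermethylated, and 135 passed after adjustment, against 507 over all CHH sites in both sets. Without the 0.1 filter, 1.43% of 706995 CHH sites passed.

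**Figure D3:**
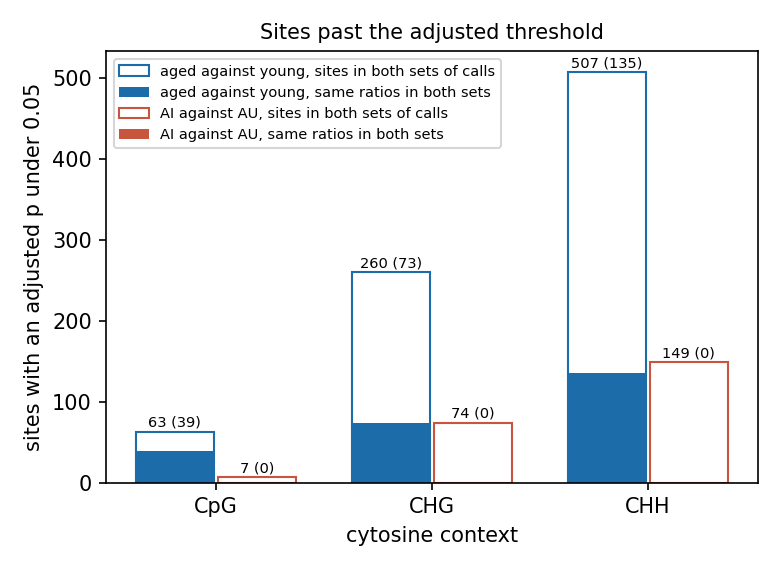
Number of CpG, CHG and CHH sites with an adjusted p under 0.05 in the comparisons of aged with young and of AI with AU rats. Open bars count the sites present in both sets of calls and filled bars those left when only sites with the same ratios in both sets are tested, with the counts written above as open (filled). For CHH sites the counts are 507 and 135 for age and 149 and 0 for AI against AU.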

Gene enrichment analysis of differentially methylated CHH sites showed that among the hypomethylated sites, 76 genes were annotated in DAVID; however, clustering did not pass our FDR cutoff. Furthermore, among the hypermethylated CHH sites, 98 genes were annotated in DAVID, but the gene list did not significantly cluster.

Examination of all CHH sites that exhibited methylation greater than 10%, regardless of age, indicated a total of 5,061 sites, which corresponded to 1,045 genes from the RNA-seq dataset. Among these sites, Pearson’s correlation was performed across all young and aged rats which resulted in 1,116 sites correlated to RNA levels (*p* < 0.05, *r* = 0.361). Among the CHH sites which correlated to RNA expression, 47 CHH sites, which were negatively correlated to RNA, were also differentially methylated across age groups (*p* < 0.05) and 35 CHH sites, which were positively correlated to RNA, were differentially methylated during aging. Enrichment analysis did not indicate any significant clusters.

### Non-CG Methylation and Cognitive Flexibility

#### CHG Sites

DNA methylation in non-CG context was also quantified for aged animals according to performance on the set shifting task. 

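In the AI and AU calls 256337 CHG and 687718 CHH sites had values. The share of CHG sites with a mean ratio at or under 0.1 was 95.8% in AI and 96.1% in AU rats, and the share of CHH sites was 96.9% in AI and 97.1% in AU rats. For CpG sites this share was 4.65% in AI and 4.69% in AU rats. The mean ratio per rat was 0.0226 ± 0.000522 (SD) in 9 AI and 0.0226 ± 0.000432 in 11 AU rats at CHG sites (exact permutation test, p = 0.831), and 0.0166 ± 0.000661 and 0.0166 ± 0.000668 at CHH sites (exact permutation test, p = 0.888). Within series A AI rats were higher, by 0.000473 at CHG sites (exact permutation test, p = 0.0108, 5 AI and 6 AU rats) and by 0.000464 at CHH sites (exact permutation test, p = 0.0281). Within series B AI rats were lower, by -0.000694 at CHG sites (exact permutation test, p = 0.143, 4 AI and 4 AU rats) and by -0.000713 at CHH sites (exact permutation test, p = 0.4). The smallest adjusted p over the 12 comparisons within series was 0.0989.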

The average levels of DNA methylation in non-CG relative to CpG were similar to the aging dataset, where over 95% of the non-CG sites contained methylation ratios of less than 10% (Supplementary Table 7 and **Figure 7B**). Therefore, to reduce the chance of false positives, sites that contained methylation levels of less than 10% in both cognitive performance groups were filtered from our analysis. Thus, for the CHG context, 497 sites (corresponding to 276 genes) were positively correlated to TTC scores while 386 sites (corresponding to 228 genes) were negatively correlated to set shift behavior (**Figure 8C**). 

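Comparing AI with AU rats at 14565 CHG sites with a mean ratio over 0.1 in at least 1 group, 908 (6.23%) passed the unadjusted threshold, 468 hypermethylated and 440 hypomethylated in AI rats, and 87 passed after adjustment. With limma's moderated test 185 passed after adjustment, and 59.0% of the sites past the unadjusted threshold were hypermethylated. At 149 CHG sites the means of AI and AU rats differed by more than 0.8. All 106 of these that are also in the calls for aged against young rats had another ratio in the same rats there. When only CHG sites with the same ratios in both sets of calls were tested, 639 of 10428 passed the unadjusted threshold and 0 passed after adjustment, against 74 adjusted over all CHG sites in both sets.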

Gene lists of negatively and positively correlated genes were submitted to DAVID which resulted in 176 negatively correlated genes (hypomethylated for animals that delayed shifting) and 219 positively correlated genes (hypermethylated for animals that delayed shifting) annotated in the database. Among the hypermethylated CHG sites, GOs linked to kinase activity (GO:0016301, 22 genes, FDR *p* = 5.9^-3^), regulation of GTPase activity (GO:0043087, 19 genes, FDR *p* = 5.8^-3^) and synapse (GO:0045202, 23 genes, FDR *p* = 4.9^-3^) were observed (Supplementary Table 8). Clustering did not pass our FDR cutoff among the hypomethylated genes.

The results were compared to the RNA-seq dataset to examine the association of DNA methylation on non-CG context to RNA levels among the aged animals. Overall, in the CHG dataset, 2,467 sites detected in aged animals, which corresponded to 671 genes in the RNA-seq dataset. Pearson’s correlation across all aged rats resulted 494 sites which were correlated to RNA levels (*p* < 0.05, *r* = 0.444). Among the sites which correlated to RNA, 81 CHG sites which negatively correlated to RNA were also correlated to TTC scores, and 97 CHG sites which were positively correlated to RNA were also correlated to TTC scores. Enrichment analysis did not indicate significant clusters for RNA associated with differentially methylated CHG sites.

#### CHH Sites

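At CHH sites, AI and AU rats differed at 1715 of 28134 tested sites (6.10%) at the unadjusted threshold, with 846 sites hypermethylated and 869 hypomethylated in AI rats, and 186 sites passed after adjustment. With limma's moderated test 383 sites passed after adjustment. The direction at the unadjusted threshold reversed with that test, to 56.3% hypermethylated. Group means differed by more than 0.8 at 310 sites, and at each of the 214 of these that are also in the calls for aged against young rats the same rats had another ratio there. For example, at position 56440299 of chromosome 1, AU rats had a mean ratio of 0.00842 (11 rats) in the AI and AU calls and of 0.975 (8 rats) in the calls for aged against young rats, while AI rats had 1 (8 rats) in both. Over the CHH sites with the same ratios in both sets of calls, 1115 of 19966 passed the unadjusted threshold and 0 passed after adjustment. Without the 0.1 filter, 0.525% of 687615 CHH sites passed the unadjusted threshold.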

For DNA methylation at CHH sites, 766 CHH sites (corresponding to 364 genes) were negatively correlated to the TTC score (high methylation in animals that readily shifted), and 923 CHH sites (corresponding to 397 genes) were positively correlated in animals that delayed shifting (**Figure 8D**). The lists of CHH hypomethylated and CHH hypermethylated genes were separately submitted to DAVID, which resulted in 300 hypomethylated genes and 322 hypermethylated genes annotated in DAVID. Among the hypermethylated genes, a single cluster passed our FDR cutoff: adenyl ribonucleotide binding (GO:0032559, 39 genes, FDR *p* = 2.3^-2^). Clustering did not pass our FDR cutoff for clusters of hypomethylated genes.

Finally, analysis was performed to examine the relationship between CHH site methylation and RNA expression. The total number of possible CHH sites was 5,163, which corresponded to 946 genes from the RNA-seq dataset. Among these sites, Pearson’s correlation was performed across the aged rats which resulted in 1,011 CHH sites correlated to RNA expression levels (*p* < 0.05, *r* = 0.444). Among the sites which correlated to RNA expression, 184 CHH sites which negatively correlated with RNA were also correlated to the TTC scores, and 184 CHH sites which were positively correlated with RNA were also correlated to the TTC scores. No significant clusters were observed following enrichment analysis.

## Discussion

Transcriptional studies indicate that several biological processes, including synaptic function, are altered during aging and associated with cognitive decline (Blalock et al., 2003; Verbitsky et al., 2004; Rowe et al., 2007; Ianov et al., 2016b). Furthermore, DNA methylation has been linked to synaptic plasticity and memory suppressor genes in the hippocampus, suggesting that DNA methylation has a role in cognitive function (Levenson et al., 2006; Miller and Sweatt, 2007; Day and Sweatt, 2010; Feng et al., 2010; Lardenoije et al., 2015). However, previous research on DNA methylation associated with brain aging and cognitive impairment has focused on methylation of CpG sites, particularly in genomic promoter regions of specific candidate genes in the hippocampus (Penner et al., 2011, 2016; Haberman et al., 2012; Ianov et al., 2016a). The development of techniques for genome-wide analysis of DNA methylation provides the opportunity to test multiple hypotheses concerning the relationship between DNA methylation and cognitive decline during aging (Liu et al., 2009). The current study presents several novel findings that relate to the idea that DNA methylation contributes to differential gene expression associated with aging and linked to cognitive function.

The results presented in the current study touch upon the general and specific nature of DNA methylation. 

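Among the CpG sites past the unadjusted threshold, 39.3% were hypermethylated in aged rats and 50.8% in AI rats. The share for age depended on the test, as limma's moderated test gave 50.3% of its 5677 sites hypermethylated. In 99 random splits of the 30 rats into groups of 20 and 10, the larger group was hypermethylated at a median of 43.3% of the sites that passed, and 6 of 100 splits, the real one included, lay as far from 50% as the real one. With splits that kept the number of rats of each series in each group it was 3 of 100. Over the sites with a value in every rat, 30.1% of those past the threshold were hypermethylated in aged rats. The median of the splits there was 47.2%, and 7 of 100 lay as far from 50%. Some of the hypomethylated CpGs lay close together. In 53 loci with at least 5 CpGs past the threshold, each within 1000 bp of the next, 707 of 825 sites were hypomethylated in aged rats, and outside these loci 2472 sites were hypomethylated and 1943 (44.0%) hypermethylated. These loci were chosen for CpGs that differ between the ages in the same rats, so no test of age on their means is given. Among 100 splits with loci chosen in the same way, the real one included, 1 gave as many loci as age. The largest locus, on chromosome 1 from 13503185 to 13506823, held 272 hypomethylated sites of 558, with a mean ratio of 0.541 ± 0.0696 (SD, n = 20) in aged and 0.642 ± 0.0379 (SD, n = 10) in young rats. In this locus too the series differed. The mean was 0.490 in 11 aged and 0.687 in 3 young rats of series A, and 0.618 in 8 aged and 0.603 in 3 young rats of series B. The age differences of series A and B were apart by -0.211 (permutation of the series within each age, p = 1e-05, the smallest p these permutations can give, adjusted p = 8e-05 over 16 loci). In series C the 1 aged rat had a ratio of 0.484 and the 4 young rats a mean of 0.638, on the side of series A. A locus on chromosome 1 from 40819699 to 40820738 went the other way, with 11 hypermethylated sites of 27 and a mean ratio of 0.884 in 17 aged and 0.695 in 10 young rats. The difference there was 0.296 in series A, 0.140 in series B and 0.00888 in series C. The differences of series A and B were not found to be apart there (permutation of the series within each age, adjusted p = 0.601 over 16 loci). Besides the largest locus and 5S_rRNA, this test gave an adjusted p under 0.05 only at 13499723 to 13501262 of chromosome 1 (0.0032). At the other loci tested it was 0.0659 or larger. For AI against AU rats, 16 loci were found in the same way, holding 118 sites past the threshold, 66 of them hypermethylated. As many loci were given by 67 of 100 splits. The most extreme of these, on chromosome 1 from 56940182 to 56941116, had 8 hypermethylated of 9 such sites and a mean ratio of 0.815 ± 0.0117 (SD) in 9 AI and 0.785 ± 0.0165 in 11 AU rats. The difference was 0.0295 in series A and 0.0282 in series B, and 5 of 100 splits gave a locus as extreme.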

First, the direction of differential methylation, hypermethylation vs. hypomethylation, was not specific for age or cognitive function, as approximately half the differentially methylated sites were hypermethylated. The results indicate that the pattern of methylation is not due to a general mechanism such as increased expression or activity of a methyltransferase. Second, compared to CHG and CHH sites, CpG sites are much more likely to be methylated, indicating some specificity. In contrast, CpG methylation does not appear to be specific for genomic location. 

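A group mean ratio over 0.9 was found at 17.9% of the deposited CpG sites in young and 16.4% in aged rats. At CHG sites it was found at 0.0877% in young and 0.123% in aged rats, and at CHH sites at 0.0622% and 0.0901%. From the difference between contexts the paper concludes that methylation is to some extent specific for CpG sites.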

The distribution of differential methylation across genomic location associated with aging or cognitive function was similar to the distribution of available sites with the majority of DNA methylation located within gene body regions, particularly introns.

DNA methylation at promoter regions has been well studied as a mechanism for regulation of transcription (Moore et al., 2013). In addition, methylation of CpG sites transcriptionally silence transposons to prevent genetic instability (Cordaux and Batzer, 2009; Li and Zhang, 2014). In contrast, the function of gene body methylation in regulating transcription is debated. While a number of studies have reported that gene body methylation is positively associated with transcriptional activity (Hellman and Chess, 2007; Wu et al., 2010; Jones, 2012; Yang et al., 2014), several studies have also indicated repression of expression, or no clear pattern, due to evidence for the activation and repression of genes in the same dataset (Guo et al., 2011; Jjingo et al., 2012; Oh et al., 2013; Debski et al., 2016; Sharma et al., 2016; Neri et al., 2017). A recent study proposed that *Dnmt3b* dependent gene body methylation is associated with the repression of aberrant transcription in embryonic stem cells (Neri et al., 2017). While the expression of *Dnmt3b* is lower in the brain, *Dnmt1* and *Dnmt3a* are highly expressed in postmitotic neurons and are fundamental to memory and synaptic plasticity, raising the possibility that they may have a role in the mechanism of gene body methylation (Feng et al., 2010; Moore et al., 2013). One study described a relationship of gene body methylation and gene expression, which followed a bell-shaped distribution, such that low and highly expressed genes contained the least amount of methylation, with mid-level genes containing the highest levels of DNA methylation (Jjingo et al., 2012). The current work supports the hypothesis that gene body methylation may have more than one regulatory mechanism since several differentially methylated CpGs for age or cognitive function were positively and negatively correlated to RNA levels.

In contrast to an absence in specificity for the overall direction of methylation, specificity was observed in terms of the genes that exhibited differential methylation. Aging was associated with hypermethylation of genes linked to synaptic function and GTPase activity, processes that have been linked to age-related cognitive decline and diseases of aging (Pavlidis et al., 2004; Erraji-Benchekroun et al., 2005; Bishop et al., 2010; Bossers et al., 2010; Twine et al., 2011; Berchtold et al., 2013). An important finding of the current study was that cognitive impairments in aged animals on a task that depends on the mPFC was associated with DNA methylation in this brain region. Again, hypermethylation was observed for genes linked to the postsynaptic density, dendrites, the axon terminus, and Ca^2+^ channels. In the case of animal studies that permit examination of the molecular basis of age-related cognitive decline, research points to altered Ca^2+^ signaling and a decrease in expression of RNA for synaptic components in impaired animals (Blalock et al., 2003; Stranahan et al., 2010; Uddin and Singh, 2013; Schafer et al., 2015; Ianov et al., 2016b).

The specificity of gene changes supports the idea that the DNA may be dynamically modified across the life span, resulting in alterations to gene expression, which influences synaptic connectivity and cognition (Levenson et al., 2006; Xu, 2015; Ianov et al., 2016a). Alternatively, the specificity may be due to ongoing transcription, which renders these sites available for methylation or demethylation. Thus, an important question is whether the methylation we observed influenced transcription and is linked to brain aging and cognitive decline. Determining the relationship of DNA methylation and the pattern of RNA expression may be masked by the heterogeneity of cell types. Previous studies have distinguished different methylation patterns for glial cells and neurons (Lister et al., 2013). Furthermore, it is likely that gene expression depends on a dynamic interaction of epigenetic regulation with transcriptional signals such as neural activity leading to activation of transcription factors. Finally, while we provide a 2 weeks delay between behavioral testing and examination of DNA methylation, it is possible that experience produces long-lasting changes in DNA methylation (Miller et al., 2010; Provencal et al., 2012; Mychasiuk et al., 2013; Anier et al., 2014; Baker-Andresen et al., 2015; Barbier et al., 2015). Despite these possible confounds, we found that hypermethylation during aging or in cognitively impaired animals was correlated with decreased expression of genes linked to synaptic function. The decrease in gene expression is consistent with work in the dentate gyrus showing hypermethylation of CpG and CHG sites is associated with decreased gene expression (Guo et al., 2014). Specifically, hypermethylation during aging was correlated with decreased expression of three glutamate receptor genes (*Grik2, Grm5*, and *Grm1*), and *Ppp1r9a*, which localizes protein phosphatase 1 to the synapse. Similarly, hypermethylation in cognitively impaired animals was associated with decreased expression of the *N*-methyl-D-aspartate receptor subunit, *Grin2b* and *Nlgn1*, which is involved in localizing proteins to the synapse, and *Stau2*, an RNA-binding protein required for transport of neuronal RNA from the cell body to the dendrite. 

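*Grin2b* had 1 CpG in Supplementary Table 5, in an intron at position 234054440 of chromosome 4, with a ratio of 0.836 ± 0.0376 (SD) in 3 AI and 0.690 ± 0.133 in 3 AU rats (exact permutation test, p = 0.3). At the *Nlgn1* site with a negative correlation to RNA (chromosome 2, 130811318) the ratio was 0.870 ± 0.129 in 5 AI and 0.825 ± 0.137 in 4 AU rats (exact permutation test, p = 0.619), and at its site with a positive correlation (131072360) it was 0.713 ± 0.213 in 4 AI and 0.917 ± 0.144 in 3 AU rats (exact permutation test, p = 0.286). At the *Stau2* sites on chromosome 5 the ratio was 1 in each of 4 AI rats at both, against 0.933 ± 0.115 at position 2349760 (exact permutation test, p = 0.429) and 0.8 ± 0.2 at position 2349773 (exact permutation test, p = 0.143) in 3 AU rats. With 3 rats against 3 the smallest possible p is 0.1, so the *Grin2b* site could not pass the threshold whatever its values, and the other 4 sites did not pass it. The paper's summed depth at the *Grin2b* site was 19 reads in AI and 22 in AU rats. From the correlation of these sites with TTC and with RNA, the paper proposes that methylation contributes to synaptic modification in aged animals with cognitive impairment.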

The results are consistent with the idea that DNA methylation over the lifespan contributes to synaptic modification observed in brain aging and cognitive impairments in aged animals.

Considerable work across species indicate that aging is consistently associated with an increased expression of immune response genes across different brain regions (VanGuilder et al., 2011; Cribbs et al., 2012; Ianov et al., 2016b; Hargis and Blalock, 2017) and a decrease in expression of RNA for synaptic genes (Blalock et al., 2003; Lu et al., 2004; Loerch et al., 2008; Berchtold et al., 2013; Ianov et al., 2016b). However, when examined, age-related cognitive decline is correlated with the decrease in synaptic genes, rather than the increase in immune genes. Furthermore, the relationship between cognitive function and differential expression of genes linked to synaptic activity and plasticity is specific for brain regions that underlie the cognitive process examined (Ianov et al., 2016b). Thus, it will be interesting to determine if genome-wide analysis of DNA methylation in the hippocampus would reveal similar epigenetic mechanisms for synaptic genes in aged animals that are impaired on hippocampal-dependent tasks.

In summary, the current study profiled the genome-wide DNA methylation changes associated with aging and cognitive impairment in the mPFC at single base pair resolution. The results suggest that while the alterations in the number of hypomethylated and hypermethylated CpG sites are similar across aging and cognitive performance, hypermethylation is more likely to be associated with decreased expression of genes linked to synaptic plasticity and GTPase activity.

## Author Contributions

LI conducted research, analyzed data, wrote the paper, and constructed illustrations. AK performed experiments, contributed in writing the manuscript, and construction of figures. AR analyzed data. TF designed the experiments, analyzed data, and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Aug 2;9:249. doi: 10.3389/fnagi.2017.00249
**Supplement:** Supplementary file 1

**Supplementary Table 1. Age-related hypermethylation of genes within GO clusters in the mPFC**

| <b>Gene Symbol</b>     | <b>Gene Name</b>                                          | <b>Postsynaptic density</b> | <b>GTPase activity</b> |
|------------------------|-----------------------------------------------------------|-----------------------------|------------------------|
| <b><i>Dlgap1</i></b>   | DLG associated protein 1                                  | X                           |                        |
| <b><i>Clstn2</i></b>   | calsyntenin 2                                             | X                           |                        |
| <b><i>ErbB4</i></b>    | erb-b2 receptor tyrosine kinase 4                         | X                           |                        |
| <b><i>Exoc4</i></b>    | exocyst complex component 4                               | X                           |                        |
| <b><i>Grik2</i></b>    | glutamate ionotropic receptor kainate type subunit 2      | X                           |                        |
| <b><i>Grm5</i></b>     | glutamate metabotropic receptor 5                         | X                           |                        |
| <b><i>Grm1</i></b>     | glutamate receptor, metabotropic 1                        | X                           |                        |
| <b><i>Nlgn1</i></b>    | neuroligin 1                                              | X                           |                        |
| <b><i>Park2</i></b>    | parkin RBR E3 ubiquitin protein ligase                    | X                           |                        |
| <b><i>Kcnd2</i></b>    | potassium voltage-gated channel subfamily D member 2      | X                           |                        |
| <b><i>Ppp1r9a</i></b>  | protein phosphatase 1, regulatory subunit 9A              | X                           |                        |
| <b><i>Agap2</i></b>    | ArfGAP with GTPase domain, ankyrin repeat and PH domain 2 |                             | X                      |
| <b><i>Arhgef9</i></b>  | Cdc42 guanine nucleotide exchange factor 9                |                             | X                      |
| <b><i>Dennd1b</i></b>  | DENN domain containing 1B                                 |                             | X                      |
| <b><i>Epha3</i></b>    | Eph receptor A3                                           |                             | X                      |
| <b><i>Farp1</i></b>    | FERM, ARH/RhoGEF and pleckstrin domain protein 1          |                             | X                      |
| <b><i>Rabgap1l</i></b> | RAB GTPase activating protein 1-like                      |                             | X                      |
| <b><i>Rasa12</i></b>   | RAS protein activator like 2                              |                             | X                      |
| <b><i>Ralgapa1</i></b> | Ral GTPase activating protein catalytic alpha subunit 1   |                             | X                      |
| <b><i>Arhgap10</i></b> | Rho GTPase activating protein 10                          |                             | X                      |
| <b><i>Sbf2</i></b>     | SET binding factor 2                                      |                             | X                      |
| <b><i>Srgap3</i></b>   | SLIT-ROBO Rho GTPase activating protein 3                 |                             | X                      |
| <b><i>Tbc1d15</i></b>  | TBC1 domain family, member 15                             |                             | X                      |
| <b><i>Tbc1d5</i></b>   | TBC1 domain family, member 5                              |                             | X                      |
| <b><i>Dock3</i></b>    | dedicator of cyto-kinesis 3                               |                             | X                      |
| <b><i>Dock9</i></b>    | dedicator of cytokinesis 9                                |                             | X                      |
| <b><i>Elmo1</i></b>    | engulfment and cell motility 1                            |                             | X                      |
| <b><i>Prkg1</i></b>    | protein kinase, cGMP-dependent, type 1                    |                             | X                      |

# Supplementary material for: DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Aug 2;9:249. doi: 10.3389/fnagi.2017.00249
**Supplement:** Supplementary file 2

**Supplementary Table 2. Age-related differentially methylated CpGs correlated to RNA levels (Chrom – Chromosome; Pos – Position; Dec – Decreased; Inc – Increased)**

| Chrom & Pos    | Gene Name             | Genomic Feature | Direction of DNA | DNA RNA R value | Aged N | Aged depth | Young N | Young depth |
|----------------|-----------------------|-----------------|------------------|-----------------|--------|------------|---------|-------------|
| chr5-63114733  | <i>Unc13b</i>         | Intron          | Dec              | -0.84           | 5      | 33         | 3       | 18          |
| chr1-65425484  | <i>Vom2r16</i>        | Intron          | Dec              | -0.68           | 9      | 53         | 3       | 21          |
| chr5-163257661 | <i>Crocc</i>          | Exon            | Inc              | -0.67           | 3      | 16         | 3       | 19          |
| chr3-14271337  | <i>Sh3glb2</i>        | Intron          | Dec              | -0.67           | 8      | 53         | 6       | 37          |
| chrX-109119203 | <i>Il1rapl2</i>       | Intron          | Dec              | -0.64           | 8      | 58         | 4       | 23          |
| chr13-51463293 | <i>Thsd7b</i>         | Intron          | Inc              | -0.64           | 8      | 53         | 6       | 37          |
| chr1-26351829  | <i>LOC100361380</i>   | Intron          | Inc              | -0.63           | 6      | 39         | 3       | 19          |
| chr17-90214440 | <i>Gpr158</i>         | Intron          | Dec              | -0.61           | 4      | 21         | 3       | 20          |
| chr9-7456587   | <i>LOC100360856</i>   | Intron          | Inc              | -0.59           | 6      | 49         | 3       | 26          |
| chr20-55666422 | <i>Grik2</i>          | Intron          | Inc              | -0.58           | 8      | 68         | 3       | 21          |
| chr1-13505401  | <i>AABR06000596.1</i> | Intron          | Dec              | -0.56           | 12     | 96         | 3       | 25          |
| chr6-83492681  | <i>Akap6</i>          | Intron          | Inc              | -0.56           | 11     | 75         | 3       | 20          |
| chr12-7650654  | <i>Fry</i>            | Intron          | Inc              | -0.55           | 9      | 51         | 5       | 33          |

|                                 |                                 |                |     |       |    |     |   |    |
|---------------------------------|---------------------------------|----------------|-----|-------|----|-----|---|----|
| <b>chr13-<br/>612234<br/>31</b> | <i>Dennd<br/>1b</i>             | Intron         | Inc | -0.55 | 13 | 88  | 5 | 43 |
| <b>chr10-<br/>964782<br/>78</b> | <i>Cep11<br/>2</i>              | Intron         | Inc | -0.55 | 8  | 48  | 3 | 18 |
| <b>chr8-<br/>108450<br/>234</b> | <i>Stag1</i>                    | Intron         | Dec | -0.54 | 11 | 68  | 4 | 30 |
| <b>chr13-<br/>514624<br/>77</b> | <i>Thsd7<br/>b</i>              | Intron         | Inc | -0.53 | 15 | 104 | 9 | 69 |
| <b>chr19-<br/>707024<br/>53</b> | <i>Pard3</i>                    | Intron         | Dec | -0.52 | 8  | 56  | 4 | 27 |
| <b>chr4-<br/>227688<br/>126</b> | <i>Clec2d<br/>l1</i>            | Intron         | Inc | -0.50 | 16 | 140 | 7 | 58 |
| <b>chr5-<br/>139550<br/>170</b> | <i>Zswim<br/>5</i>              | Intron         | Inc | -0.50 | 6  | 35  | 4 | 31 |
| <b>chr12-<br/>149116<br/>2</b>  | <i>5S_rR<br/>NA</i>             | Exon           | Dec | -0.50 | 8  | 59  | 3 | 23 |
| <b>chr5-<br/>332389<br/>17</b>  | <i>Necab<br/>1</i>              | Intron         | Inc | -0.49 | 10 | 79  | 7 | 54 |
| <b>chr2-<br/>109001<br/>537</b> | <i>Raly1</i>                    | Intron         | Inc | -0.49 | 7  | 43  | 5 | 42 |
| <b>chr4-<br/>137695<br/>732</b> | <i>Tpk1</i>                     | Intron         | Dec | -0.49 | 12 | 137 | 4 | 56 |
| <b>chr19-<br/>399012<br/>10</b> | <i>AABR<br/>06098<br/>126.1</i> | Intron         | Inc | -0.49 | 5  | 29  | 4 | 32 |
| <b>chr12-<br/>646442<br/>5</b>  | <i>Vom2r<br/>60</i>             | Intron         | Dec | -0.48 | 7  | 42  | 5 | 34 |
| <b>chr2-<br/>113371<br/>933</b> | <i>Chmp4<br/>c</i>              | Intron         | Dec | -0.48 | 9  | 63  | 4 | 21 |
| <b>chr4-<br/>299571<br/>95</b>  | <i>Ppp1r9<br/>a</i>             | ExonIntro<br>n | Inc | -0.48 | 5  | 30  | 3 | 17 |

|                                 |                                 |        |     |       |    |     |   |    |
|---------------------------------|---------------------------------|--------|-----|-------|----|-----|---|----|
| <b>chr1-<br/>669313<br/>6</b>   | <i>Grm1</i>                     | Intron | Inc | -0.48 | 13 | 86  | 6 | 40 |
| <b>chr2-<br/>148258<br/>660</b> | <i>ScIt1</i>                    | Intron | Inc | -0.47 | 10 | 70  | 4 | 25 |
| <b>chr13-<br/>514624<br/>57</b> | <i>Thsd7<br/>b</i>              | Intron | Inc | -0.47 | 14 | 103 | 8 | 69 |
| <b>chr1-<br/>256639<br/>470</b> | <i>Prkg1</i>                    | Intron | Inc | -0.47 | 8  | 50  | 3 | 22 |
| <b>chrX-<br/>151771<br/>03</b>  | <i>Lancl3</i>                   | Intron | Inc | -0.47 | 5  | 34  | 4 | 26 |
| <b>chr3-<br/>165917<br/>589</b> | <i>Jph2</i>                     | Intron | Dec | -0.47 | 5  | 38  | 3 | 19 |
| <b>chr12-<br/>224041<br/>34</b> | <i>AABR<br/>06070<br/>908.1</i> | Intron | Dec | -0.46 | 5  | 29  | 3 | 16 |
| <b>chr4-<br/>133773<br/>929</b> | <i>Mgam</i>                     | Intron | Inc | -0.46 | 16 | 126 | 5 | 33 |
| <b>chr1-<br/>135052<br/>39</b>  | <i>AABR<br/>06000<br/>596.1</i> | Intron | Dec | -0.46 | 9  | 72  | 4 | 31 |
| <b>chr12-<br/>416834<br/>48</b> | <i>Tctn1</i>                    | Intron | Dec | -0.46 | 9  | 65  | 5 | 33 |
| <b>chr6-<br/>109803<br/>622</b> | <i>Fut8</i>                     | Intron | Dec | -0.45 | 6  | 43  | 3 | 18 |
| <b>chr2-<br/>186882<br/>85</b>  | <i>Xrcc4</i>                    | Intron | Dec | -0.45 | 10 | 63  | 3 | 16 |
| <b>chr8-<br/>126512<br/>442</b> | <i>Itga9</i>                    | Intron | Dec | -0.45 | 13 | 82  | 6 | 37 |
| <b>chr17-<br/>486134<br/>91</b> | <i>Sugct</i>                    | Intron | Dec | -0.44 | 9  | 75  | 7 | 43 |
| <b>chr9-<br/>610992<br/>27</b>  | <i>Ankrd4<br/>4</i>             | Intron | Dec | -0.44 | 8  | 49  | 3 | 15 |

|                       |                       |            |     |       |    |     |   |     |
|-----------------------|-----------------------|------------|-----|-------|----|-----|---|-----|
| <b>chr6-104361262</b> | <i>Ccdc175</i>        | Intron     | Dec | -0.44 | 18 | 295 | 9 | 125 |
| <b>chr4-233285565</b> | <i>RGD1306151</i>     | Exon       | Inc | -0.44 | 6  | 47  | 7 | 48  |
| <b>chr19-463684</b>   | <i>AABR06096743.1</i> | Exon       | Dec | -0.43 | 10 | 79  | 4 | 38  |
| <b>chr9-7420092</b>   | <i>LOC100360856</i>   | Intron     | Dec | -0.43 | 11 | 94  | 8 | 51  |
| <b>chr8-131099822</b> | <i>Zfp167</i>         | Intron     | Dec | -0.43 | 16 | 138 | 8 | 67  |
| <b>chr16-2514289</b>  | <i>Asb14</i>          | Intron     | Dec | -0.42 | 6  | 42  | 5 | 30  |
| <b>chr16-57761299</b> | <i>Sgcz</i>           | Intron     | Dec | -0.42 | 14 | 101 | 7 | 50  |
| <b>chr9-50199264</b>  | <i>RGD1305645</i>     | Intron     | Dec | -0.41 | 10 | 84  | 4 | 26  |
| <b>chr1-158069854</b> | <i>Grm5</i>           | Intron     | Inc | -0.41 | 5  | 39  | 3 | 21  |
| <b>chr6-92639171</b>  | <i>Lrfn5</i>          | Intron     | Inc | -0.40 | 5  | 28  | 4 | 20  |
| <b>chr3-120127582</b> | <i>Frmd5</i>          | Intron     | Dec | -0.40 | 10 | 75  | 4 | 24  |
| <b>chr20-23487226</b> | <i>RGD1306739</i>     | ExonIntron | Dec | -0.40 | 19 | 140 | 7 | 53  |
| <b>chr1-13506494</b>  | <i>AABR06000596.1</i> | Intron     | Dec | -0.40 | 11 | 103 | 3 | 33  |
| <b>chr1-241608497</b> | <i>Trpm6</i>          | Intron     | Dec | -0.40 | 14 | 101 | 3 | 16  |
| <b>chr8-93628221</b>  | <i>Ube3d</i>          | Intron     | Dec | -0.39 | 7  | 55  | 3 | 17  |

|                                 |                                 |          |     |       |    |      |    |          |
|---------------------------------|---------------------------------|----------|-----|-------|----|------|----|----------|
| <b>chr19-<br/>670484<br/>50</b> | <i>5S_rR<br/>NA</i>             | Exon     | Dec | -0.38 | 20 | 786  | 10 | 802      |
| <b>chr19-<br/>670485<br/>12</b> | <i>5S_rR<br/>NA</i>             | Promoter | Dec | -0.38 | 20 | 1053 | 10 | 979      |
| <b>chr19-<br/>670485<br/>39</b> | <i>5S_rR<br/>NA</i>             | Promoter | Dec | -0.38 | 20 | 847  | 10 | 742      |
| <b>chr2-<br/>175410<br/>131</b> | <i>Ssr3</i>                     | Intron   | Dec | -0.38 | 17 | 126  | 6  | 33       |
| <b>chr19-<br/>670484<br/>32</b> | <i>5S_rR<br/>NA</i>             | Exon     | Dec | -0.37 | 20 | 979  | 10 | 905      |
| <b>chr1-<br/>135066<br/>54</b>  | <i>AABR<br/>06000<br/>596.1</i> | Intron   | Dec | -0.37 | 13 | 108  | 5  | 38       |
| <b>chr19-<br/>670484<br/>65</b> | <i>5S_rR<br/>NA</i>             | Exon     | Dec | -0.37 | 20 | 432  | 10 | 459      |
| <b>chr4-<br/>154067<br/>896</b> | <i>Fam13<br/>a</i>              | Intron   | Dec | -0.37 | 11 | 70   | 5  | 31       |
| <b>chr19-<br/>670485<br/>85</b> | <i>5S_rR<br/>NA</i>             | Promoter | Dec | -0.37 | 14 | 151  | 10 | 192      |
| <b>chr19-<br/>670484<br/>66</b> | <i>5S_rR<br/>NA</i>             | Exon     | Dec | -0.37 | 20 | 1160 | 10 | 109<br>2 |
| <b>chr19-<br/>342492</b>        | <i>LOC10<br/>09128<br/>92</i>   | Intron   | Inc | -0.36 | 15 | 200  | 6  | 72       |
| <b>chr19-<br/>670485<br/>35</b> | <i>5S_rR<br/>NA</i>             | Promoter | Dec | -0.36 | 20 | 862  | 10 | 760      |
| <b>chr2-<br/>260544<br/>728</b> | <i>Ppp3c<br/>a</i>              | Intron   | Inc | 0.36  | 11 | 77   | 4  | 26       |
| <b>chr1-<br/>289555<br/>67</b>  | <i>AABR<br/>06001<br/>371.1</i> | Intron   | Dec | 0.37  | 14 | 110  | 6  | 57       |
| <b>chr19-<br/>398767<br/>64</b> | <i>AABR<br/>06098<br/>126.1</i> | Intron   | Dec | 0.37  | 13 | 155  | 5  | 38       |

|                       |                       |            |     |      |    |     |    |     |
|-----------------------|-----------------------|------------|-----|------|----|-----|----|-----|
| <b>chr19-38818714</b> | <i>LOC100359783</i>   | Intron     | Dec | 0.37 | 9  | 80  | 3  | 27  |
| <b>chr9-77288803</b>  | <i>Spag16</i>         | Intron     | Dec | 0.37 | 10 | 57  | 4  | 23  |
| <b>chr14-46702753</b> | <i>LOC257642</i>      | Intron     | Dec | 0.38 | 20 | 237 | 10 | 169 |
| <b>chr3-166709795</b> | <i>Stk4</i>           | Intron     | Dec | 0.38 | 7  | 45  | 4  | 30  |
| <b>chr5-64828520</b>  | <i>Zcchc7</i>         | Intron     | Inc | 0.38 | 9  | 75  | 3  | 24  |
| <b>chr6-38695100</b>  | <i>Ncoa1</i>          | Intron     | Inc | 0.38 | 4  | 23  | 3  | 15  |
| <b>chr10-4265259</b>  | <i>Emp2</i>           | ExonIntron | Inc | 0.39 | 11 | 72  | 4  | 30  |
| <b>chr14-46702328</b> | <i>LOC257642</i>      | Intron     | Dec | 0.39 | 20 | 833 | 10 | 475 |
| <b>chr16-17573194</b> | <i>Sh2d4b</i>         | ExonIntron | Inc | 0.39 | 6  | 43  | 4  | 26  |
| <b>chr3-120905161</b> | <i>Slc28a2</i>        | Exon       | Dec | 0.39 | 6  | 44  | 3  | 19  |
| <b>chr14-36339461</b> | <i>Scfd2</i>          | Intron     | Dec | 0.39 | 10 | 77  | 7  | 43  |
| <b>chr1-192732090</b> | <i>Sox6</i>           | Intron     | Inc | 0.39 | 7  | 52  | 5  | 35  |
| <b>chr8-41139559</b>  | <i>AABR06054289.1</i> | Exon       | Dec | 0.39 | 9  | 81  | 3  | 32  |
| <b>chr14-46702776</b> | <i>LOC257642</i>      | Intron     | Dec | 0.40 | 15 | 116 | 8  | 78  |
| <b>chr14-46702762</b> | <i>LOC257642</i>      | Intron     | Dec | 0.40 | 19 | 208 | 10 | 143 |

|                       |                       |        |     |      |    |     |    |     |
|-----------------------|-----------------------|--------|-----|------|----|-----|----|-----|
| <b>chr14-46834543</b> | <i>AABR06078903.1</i> | Intron | Dec | 0.41 | 14 | 202 | 6  | 87  |
| <b>chr5-173266603</b> | <i>Nphp4</i>          | Intron | Dec | 0.42 | 7  | 44  | 3  | 19  |
| <b>chrX-11871589</b>  | <i>Med14</i>          | Intron | Dec | 0.43 | 9  | 66  | 7  | 48  |
| <b>chr3-147506141</b> | <i>Kiz</i>            | Intron | Dec | 0.43 | 6  | 40  | 3  | 17  |
| <b>chr10-18304602</b> | <i>Ranbp17</i>        | Intron | Inc | 0.43 | 9  | 50  | 3  | 15  |
| <b>chr5-176291236</b> | <i>LOC100362748</i>   | Intron | Inc | 0.43 | 7  | 49  | 5  | 37  |
| <b>chr15-9505112</b>  | <i>LOC100364581</i>   | Intron | Inc | 0.43 | 10 | 93  | 3  | 28  |
| <b>chr1-126954960</b> | <i>Fam189a1</i>       | Intron | Inc | 0.44 | 7  | 43  | 3  | 16  |
| <b>chr10-46153386</b> | <i>Pemt</i>           | Intron | Dec | 0.44 | 5  | 35  | 3  | 18  |
| <b>chr13-39644448</b> | <i>Clasp1</i>         | Intron | Dec | 0.45 | 11 | 73  | 4  | 25  |
| <b>chr4-60547314</b>  | <i>Exoc4</i>          | Intron | Dec | 0.45 | 7  | 47  | 3  | 17  |
| <b>chr3-42871412</b>  | <i>Neb</i>            | Intron | Dec | 0.45 | 6  | 34  | 3  | 15  |
| <b>chr9-7647305</b>   | <i>AABR06058265.1</i> | Exon   | Dec | 0.45 | 7  | 53  | 3  | 19  |
| <b>chr14-46702701</b> | <i>LOC257642</i>      | Intron | Dec | 0.45 | 17 | 136 | 10 | 106 |
| <b>chr9-38320159</b>  | <i>Prim2</i>          | Intron | Inc | 0.45 | 7  | 39  | 4  | 31  |

|                        |                       |        |     |      |    |     |   |     |
|------------------------|-----------------------|--------|-----|------|----|-----|---|-----|
| <b>chr9-7412833</b>    | <i>LOC100360856</i>   | Intron | Inc | 0.45 | 3  | 19  | 4 | 24  |
| <b>chr9-11435737</b>   | <i>AABR06058610.1</i> | Intron | Dec | 0.46 | 16 | 170 | 5 | 49  |
| <b>chr14-2532285</b>   | <i>Ccdc18</i>         | Intron | Inc | 0.46 | 14 | 102 | 7 | 57  |
| <b>chr14-46702193</b>  | <i>LOC257642</i>      | Intron | Dec | 0.46 | 19 | 284 | 9 | 136 |
| <b>chr1-182276873</b>  | <i>Sbf2</i>           | Intron | Inc | 0.46 | 18 | 163 | 9 | 103 |
| <b>chr7-58219846</b>   | <i>Tbc1d15</i>        | Intron | Dec | 0.47 | 10 | 63  | 8 | 57  |
| <b>chr7-20567186</b>   | <i>LOC300308</i>      | Intron | Inc | 0.47 | 5  | 28  | 3 | 21  |
| <b>chr4-189491314</b>  | <i>Ccdc174</i>        | Intron | Inc | 0.47 | 7  | 50  | 4 | 33  |
| <b>chr6-39261366</b>   | <i>LOC257642</i>      | Intron | Dec | 0.48 | 5  | 35  | 5 | 49  |
| <b>chr15-113593705</b> | <i>Itgbl1</i>         | Intron | Dec | 0.50 | 8  | 49  | 4 | 25  |
| <b>chr14-46702196</b>  | <i>LOC257642</i>      | Intron | Dec | 0.51 | 19 | 286 | 9 | 139 |
| <b>chr14-46834644</b>  | <i>AABR06078903.1</i> | Intron | Dec | 0.52 | 9  | 78  | 6 | 54  |
| <b>chr17-47451361</b>  | <i>Pou6f2</i>         | Intron | Dec | 0.52 | 3  | 23  | 3 | 17  |
| <b>chr14-46702785</b>  | <i>LOC257642</i>      | Intron | Dec | 0.53 | 17 | 165 | 9 | 98  |
| <b>chr14-46702792</b>  | <i>LOC257642</i>      | Intron | Dec | 0.54 | 9  | 61  | 5 | 39  |

|                                 |                               |          |     |      |    |     |   |     |
|---------------------------------|-------------------------------|----------|-----|------|----|-----|---|-----|
| <b>chr3-<br/>602647<br/>22</b>  | <i>Xirp2</i>                  | Intron   | Inc | 0.54 | 13 | 124 | 4 | 31  |
| <b>chr13-<br/>274486<br/>48</b> | <i>Cntnap<br/>5b</i>          | Intron   | Inc | 0.60 | 7  | 39  | 4 | 25  |
| <b>chr7-<br/>126058<br/>71</b>  | <i>Dos</i>                    | Exon     | Dec | 0.61 | 8  | 49  | 3 | 16  |
| <b>chr2-<br/>298262<br/>4</b>   | <i>Ttc37</i>                  | Intron   | Dec | 0.61 | 8  | 56  | 4 | 24  |
| <b>chr9-<br/>741440<br/>3</b>   | <i>LOC10<br/>03608<br/>56</i> | Intron   | Dec | 0.62 | 8  | 65  | 5 | 36  |
| <b>chr14-<br/>918516<br/>42</b> | <i>Grb10</i>                  | Intron   | Inc | 0.62 | 7  | 45  | 3 | 16  |
| <b>chr1-<br/>263451<br/>48</b>  | <i>LOC10<br/>03613<br/>80</i> | Intron   | Dec | 0.63 | 13 | 168 | 4 | 41  |
| <b>chr4-<br/>141196<br/>987</b> | <i>LOC10<br/>03641<br/>90</i> | Intron   | Dec | 0.64 | 20 | 369 | 9 | 155 |
| <b>chr4-<br/>452297<br/>58</b>  | <i>Cav1</i>                   | Intron   | Inc | 0.69 | 4  | 25  | 4 | 23  |
| <b>chr1-<br/>204961<br/>410</b> | <i>Eif3c</i>                  | Promoter | Inc | 0.69 | 13 | 120 | 4 | 43  |
| <b>chr1-<br/>755750<br/>66</b>  | <i>Rdh13</i>                  | Intron   | Dec | 0.70 | 11 | 75  | 5 | 36  |
| <b>chr18-<br/>376488<br/>62</b> | <i>Jakmip<br/>2</i>           | Intron   | Dec | 0.71 | 8  | 57  | 4 | 21  |
| <b>chr19-<br/>392082<br/>58</b> | <i>RGD1<br/>56287<br/>7</i>   | Intron   | Inc | 0.79 | 16 | 135 | 3 | 46  |
| <b>chr6-<br/>859735<br/>36</b>  | <i>Ralgap<br/>a1</i>          | Intron   | Inc | 0.79 | 4  | 26  | 4 | 30  |

# Supplementary material for: DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Aug 2;9:249. doi: 10.3389/fnagi.2017.00249
**Supplement:** Supplementary file 3

**Supplementary Table 3. Hypermethylation of genes within GO clusters of the mPFC during delayed shifting**

| Gene Symbol          | Gene Name                                                   | Synapse | Postsynaptic density | Ion channel activity |
|----------------------|-------------------------------------------------------------|---------|----------------------|----------------------|
| <b><i>Dnajc6</i></b> | DnaJ heat shock protein family                              | X       | X                    |                      |
| <b><i>Erc2</i></b>   | ELKS/RAB6-interacting/CAST family member 2                  | X       | X                    |                      |
| <b><i>Fchsd2</i></b> | FCH and double SH3 domains 2                                | X       |                      |                      |
| <b><i>Gsg1l</i></b>  | GSG1-like                                                   | X       |                      |                      |
| <b><i>Amph</i></b>   | amphiphysin                                                 | X       |                      |                      |
| <b><i>Ank3</i></b>   | ankyrin 3                                                   | X       |                      |                      |
| <b><i>Anks1b</i></b> | ankyrin repeat and sterile alpha motif domain containing 1B | X       | X                    |                      |
| <b><i>Cacnb4</i></b> | calcium voltage-gated channel auxiliary subunit beta 4      | X       |                      | X                    |
| <b><i>Clstn2</i></b> | calsyntenin 2                                               | X       | X                    |                      |
| <b><i>Ctnna2</i></b> | catenin alpha 2                                             | X       | X                    |                      |
| <b><i>Cep112</i></b> | centrosomal protein 112                                     | X       |                      |                      |
| <b><i>Dpysl2</i></b> | dihydropyrimidinase-like 2                                  | X       |                      |                      |
| <b><i>Dlg2</i></b>   | discs large MAGUK scaffold protein 2                        | X       | X                    |                      |
| <b><i>DMD</i></b>    | dystrophin                                                  | X       |                      |                      |
| <b><i>Egfr</i></b>   | epidermal growth factor receptor                            | X       |                      |                      |
| <b><i>ErbB4</i></b>  | erb-b2 receptor tyrosine kinase 4                           | X       | X                    |                      |
| <b><i>Esr1</i></b>   | estrogen receptor 1                                         | X       |                      |                      |
| <b><i>Exoc4</i></b>  | exocyst complex component 4                                 | X       | X                    |                      |
| <b><i>Gabra3</i></b> | gamma-aminobutyric acid type A receptor alpha3 subunit      | X       |                      | X                    |
| <b><i>Gria4</i></b>  | glutamate ionotropic receptor AMPA type subunit 4           | X       | X                    | X                    |
| <b><i>Grin2b</i></b> | glutamate ionotropic receptor NMDA type subunit 2B          | X       | X                    | X                    |
| <b><i>Grik1</i></b>  | glutamate ionotropic receptor kainate type subunit 1        | X       | X                    | X                    |

|                 |                                                                        |   |   |   |
|-----------------|------------------------------------------------------------------------|---|---|---|
| <b>Grik2</b>    | glutamate ionotropic receptor<br>kainate type subunit 2                | X | X | X |
| <b>Grip1</b>    | glutamate receptor<br>interacting protein 1                            | X | X |   |
| <b>Insr</b>     | insulin receptor                                                       | X |   |   |
| <b>Lrfn1</b>    | leucine rich repeat and<br>fibronectin type III domain<br>containing 1 | X | X |   |
| <b>Musk</b>     | muscle associated receptor<br>tyrosine kinase                          | X |   |   |
| <b>Nlgn1</b>    | neuroligin 1                                                           | X | X |   |
| <b>Nos1</b>     | nitric oxide synthase 1                                                | X | X |   |
| <b>Ophn1</b>    | oligophrenin 1                                                         | X |   |   |
| <b>Park2</b>    | parkin RBR E3 ubiquitin<br>protein ligase                              | X | X |   |
| <b>Pclo</b>     | piccolo                                                                | X | X |   |
| <b>Ppp1r9a</b>  | protein phosphatase 1,<br>regulatory subunit 9A                        | X | X |   |
| <b>Rims2</b>    | regulating synaptic<br>membrane exocytosis 2                           | X |   |   |
| <b>Sorcs3</b>   | sortilin-related VPS10<br>domain containing receptor 3                 | X | X |   |
| <b>Synj1</b>    | synaptojanin 1                                                         | X |   |   |
| <b>Snap91</b>   | synaptosomal-associated<br>protein 91                                  | X | X |   |
| <b>Tenm2</b>    | teneurin transmembrane<br>protein 2                                    | X |   |   |
| <b>Vamp7</b>    | vesicle-associated<br>membrane protein 7                               | X |   |   |
| <b>Zmynd8</b>   | zinc finger, MYND-type<br>containing 8                                 | X |   |   |
| <b>Ano5</b>     | anoctamin 5                                                            |   |   | X |
| <b>Ano6</b>     | anoctamin 6                                                            |   |   | X |
| <b>Cacnb2</b>   | calcium voltage-gated<br>channel auxiliary subunit<br>beta 2           |   |   | X |
| <b>Cacng3</b>   | calcium voltage-gated<br>channel auxiliary subunit<br>gamma 3          |   |   | X |
| <b>Cacna1e</b>  | calcium voltage-gated<br>channel subunit alpha1 E                      |   |   | X |
| <b>Cftr</b>     | cystic fibrosis<br>transmembrane conductance<br>regulator              |   |   | X |
| <b>Il1rapl1</b> | interleukin 1 receptor<br>accessory protein-like 1                     |   |   | X |

|                       |                                                                              |   |
|-----------------------|------------------------------------------------------------------------------|---|
| <b><i>Mcoln1</i></b>  | mucolipin 1                                                                  | X |
| <b><i>Piezo1</i></b>  | piezo-type mechanosensitive ion channel component 1                          | X |
| <b><i>Kcnip3</i></b>  | potassium voltage-gated channel interacting protein 3                        | X |
| <b><i>Kcnip4</i></b>  | potassium voltage-gated channel interacting protein 4                        | X |
| <b><i>Kcnab1</i></b>  | potassium voltage-gated channel subfamily A member regulatory beta subunit 1 | X |
| <b><i>Kcnh8</i></b>   | potassium voltage-gated channel subfamily H member 8                         | X |
| <b><i>Nalcn</i></b>   | sodium leak channel, non-selective                                           | X |
| <b><i>Slc24a3</i></b> | solute carrier family 24 member 3                                            | X |
| <b><i>Trpc1</i></b>   | transient receptor potential cation channel, subfamily C, member 1           | X |
| <b><i>Trpc4</i></b>   | transient receptor potential cation channel, subfamily C, member 4           | X |
| <b><i>Trpc5</i></b>   | transient receptor potential cation channel, subfamily C, member 5           | X |
| <b><i>Tpcn1</i></b>   | two pore segment channel 1                                                   | X |

# Supplementary material for: DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Aug 2;9:249. doi: 10.3389/fnagi.2017.00249
**Supplement:** Supplementary file 4

**Supplementary Table 4. Hypomethylation of genes within GO clusters of the mPFC during delayed shifting**

| <b>Gene Symbol</b>    | <b>Gene Name</b>                                            | <b>Neuron part</b> | <b>Cytoskeleton organization</b> |
|-----------------------|-------------------------------------------------------------|--------------------|----------------------------------|
| <b><i>Htr2a</i></b>   | 5-hydroxytryptamine receptor 2A                             | X                  |                                  |
| <b><i>Brinp3</i></b>  | BMP/retinoic acid inducible neural specific 3               | X                  |                                  |
| <b><i>Dcc</i></b>     | DCC netrin 1 receptor                                       | X                  |                                  |
| <b><i>Dlgap1</i></b>  | DLG associated protein 1                                    | X                  |                                  |
| <b><i>Polg</i></b>    | DNA polymerase gamma, catalytic subunit                     | X                  |                                  |
| <b><i>Dnajc6</i></b>  | DnaJ heat shock protein family                              | X                  |                                  |
| <b><i>Elmod3</i></b>  | ELMO domain containing 3                                    | X                  |                                  |
| <b><i>Ephb1</i></b>   | Eph receptor B1                                             | X                  |                                  |
| <b><i>Gpr149</i></b>  | G protein-coupled receptor 149                              | X                  |                                  |
| <b><i>Rab3c</i></b>   | RAB3C, member RAS oncogene family                           | X                  |                                  |
| <b><i>Ric3</i></b>    | RIC3 acetylcholine receptor chaperone                       | X                  |                                  |
| <b><i>Rapgef2</i></b> | Rap guanine nucleotide exchange factor 2                    | X                  |                                  |
| <b><i>Tbc1d24</i></b> | TBC1 domain family, member 24                               | X                  |                                  |
| <b><i>Acadm</i></b>   | acyl-CoA dehydrogenase, C-4 to C-12 straight chain          | X                  |                                  |
| <b><i>Ahcyl2</i></b>  | adenosylhomocysteinase-like 2                               | X                  |                                  |
| <b><i>Adcy2</i></b>   | adenylate cyclase 2                                         | X                  |                                  |
| <b><i>Agtr1a</i></b>  | angiotensin II receptor, type 1a                            | X                  |                                  |
| <b><i>Ank3</i></b>    | ankyrin 3                                                   | X                  | X                                |
| <b><i>Anks1b</i></b>  | ankyrin repeat and sterile alpha motif domain containing 1B | X                  |                                  |
| <b><i>Atg5</i></b>    | autophagy related 5                                         | X                  |                                  |
| <b><i>Begain</i></b>  | brain-enriched guanylate kinase-associated                  | X                  |                                  |
| <b><i>Cdh13</i></b>   | cadherin 13                                                 | X                  |                                  |
| <b><i>Cacna1d</i></b> | calcium voltage-gated channel subunit alpha1 D              | X                  |                                  |
| <b><i>Ctnna2</i></b>  | catenin alpha 2                                             | X                  |                                  |
| <b><i>Cep290</i></b>  | centrosomal protein 290                                     | X                  |                                  |
| <b><i>Cobl</i></b>    | cordon-bleu WH2 repeat protein                              | X                  | X                                |
| <b><i>Cngb3</i></b>   | cyclic nucleotide gated channel beta 3                      | X                  |                                  |
| <b><i>Cyfp1</i></b>   | cytoplasmic FMR1 interacting protein 1                      | X                  | X                                |
| <b><i>Dmd</i></b>     | dystrophin                                                  | X                  | X                                |
| <b><i>ErbB4</i></b>   | erb-b2 receptor tyrosine kinase 4                           | X                  |                                  |
| <b><i>Esr1</i></b>    | estrogen receptor 1                                         | X                  |                                  |
| <b><i>Exoc4</i></b>   | exocyst complex component 4                                 | X                  |                                  |

|                        |                                                        |   |   |
|------------------------|--------------------------------------------------------|---|---|
| <b><i>Gabrb1</i></b>   | gamma-aminobutyric acid type A receptor beta 1 subunit | X |   |
| <b><i>Grin2b</i></b>   | glutamate ionotropic receptor NMDA type subunit 2B     | X |   |
| <b><i>Grm8</i></b>     | glutamate metabotropic receptor 8                      | X |   |
| <b><i>Grxcr1</i></b>   | glutaredoxin and cysteine rich domain containing 1     | X |   |
| <b><i>Glrb</i></b>     | glycine receptor, beta                                 | X |   |
| <b><i>Ghr</i></b>      | growth hormone receptor                                | X |   |
| <b><i>Inha</i></b>     | inhibin alpha subunit                                  | X |   |
| <b><i>Il1rapl1</i></b> | interleukin 1 receptor accessory protein-like 1        | X |   |
| <b><i>Katna1</i></b>   | katanin catalytic subunit A1                           | X | X |
| <b><i>Kirrel</i></b>   | kin of IRRE like                                       | X | X |
| <b><i>Lama2</i></b>    | laminin subunit alpha 2                                | X |   |
| <b><i>Mapk10</i></b>   | mitogen activated protein kinase 10                    | X |   |
| <b><i>Mbp</i></b>      | myelin basic protein                                   | X |   |
| <b><i>Myo3a</i></b>    | myosin IIIA                                            | X |   |
| <b><i>Nfasc</i></b>    | neurofascin                                            | X |   |
| <b><i>Nlgn1</i></b>    | neuroligin 1                                           | X | X |
| <b><i>Ncoa1</i></b>    | nuclear receptor coactivator 1                         | X |   |
| <b><i>Ophn1</i></b>    | oligophrenin 1                                         | X | X |
| <b><i>Pard3</i></b>    | par-3 family cell polarity regulator                   | X | X |
| <b><i>Pde1a</i></b>    | phosphodiesterase 1A                                   | X |   |
| <b><i>Pde1c</i></b>    | phosphodiesterase 1C                                   | X |   |
| <b><i>Pde4b</i></b>    | phosphodiesterase 4B                                   | X |   |
| <b><i>Plcb4</i></b>    | phospholipase C, beta 4                                | X |   |
| <b><i>Pclo</i></b>     | piccolo                                                | X | X |
| <b><i>Kcnip3</i></b>   | potassium voltage-gated channel interacting protein 3  | X |   |
| <b><i>Kcnip4</i></b>   | potassium voltage-gated channel interacting protein 4  | X |   |
| <b><i>Pcdh15</i></b>   | protocadherin 15                                       | X | X |
| <b><i>Reln</i></b>     | reelin                                                 | X |   |
| <b><i>Rims2</i></b>    | regulating synaptic membrane exocytosis 2              | X |   |
| <b><i>Rgs7</i></b>     | regulator of G-protein signaling 7                     | X |   |
| <b><i>Scgn</i></b>     | secretagogin, EF-hand calcium binding protein          | X |   |
| <b><i>Slc4a10</i></b>  | solute carrier family 4 member 10                      | X |   |
| <b><i>Spta1</i></b>    | spectrin, alpha, erythrocytic 1                        | X | X |
| <b><i>Ston2</i></b>    | stonin 2                                               | X |   |
| <b><i>Sv2b</i></b>     | synaptic vesicle glycoprotein 2b                       | X |   |
| <b><i>Syt17</i></b>    | synaptotagmin 17                                       | X |   |

|                         |                                                        |   |   |
|-------------------------|--------------------------------------------------------|---|---|
| <b><i>Wls</i></b>       | wntless Wnt ligand secretion mediator                  | X |   |
| <b><i>Zmynd8</i></b>    | zinc finger, MYND-type containing 8                    | X |   |
| <b><i>Cdc42bpa</i></b>  | CDC42 binding protein kinase alpha                     |   | X |
| <b><i>Epha3</i></b>     | Eph receptor A3                                        |   | X |
| <b><i>Fer</i></b>       | FER tyrosine kinase                                    |   | X |
| <b><i>Frmd3</i></b>     | FERM domain containing 3                               |   | X |
| <b><i>Frmd5</i></b>     | FERM domain containing 5                               |   | X |
| <b><i>Fry</i></b>       | FRY microtubule binding protein                        |   | X |
| <b><i>Rock1</i></b>     | Rho-associated coiled-coil containing protein kinase 1 |   | X |
| <b><i>Slain2</i></b>    | SLAIN motif family, member 2                           |   | X |
| <b><i>Tnik</i></b>      | TRAF2 and NCK interacting kinase                       |   | X |
| <b><i>Wdpcp</i></b>     | WD repeat containing planar cell polarity effector     |   | X |
| <b><i>Chmp3</i></b>     | charged multivesicular body protein 3                  |   | X |
| <b><i>Cluap1</i></b>    | clusterin associated protein 1                         |   | X |
| <b><i>Ccdc13</i></b>    | coiled-coil domain containing 13                       |   | X |
| <b><i>Ccdc151</i></b>   | coiled-coil domain containing 151                      |   | X |
| <b><i>Diaph2</i></b>    | diaphanous-related formin 2                            |   | X |
| <b><i>Dnah5</i></b>     | dynein, axonemal, heavy chain 5                        |   | X |
| <b><i>Dnah7</i></b>     | dynein, axonemal, heavy chain 7                        |   | X |
| <b><i>Elmo1</i></b>     | engulfment and cell motility 1                         |   | X |
| <b><i>Efna5</i></b>     | ephrin A5                                              |   | X |
| <b><i>Figf</i></b>      | fidgetin, microtubule severing factor                  |   | X |
| <b><i>Kif4a</i></b>     | kinesin family member 4A                               |   | X |
| <b><i>Pibf1</i></b>     | progesterone immunomodulatory binding factor 1         |   | X |
| <b><i>Prkce</i></b>     | protein kinase C, epsilon                              |   | X |
| <b><i>Ptk2</i></b>      | protein tyrosine kinase 2                              |   | X |
| <b><i>Ptpn1</i></b>     | protein tyrosine phosphatase, non-receptor type 1      |   | X |
| <b><i>Ptpn21</i></b>    | protein tyrosine phosphatase, non-receptor type 21     |   | X |
| <b><i>Sdccag8</i></b>   | serologically defined colon cancer antigen 8           |   | X |
| <b><i>LOC688970</i></b> | similar to serine/threonine kinase                     |   | X |
| <b><i>Spag16</i></b>    | sperm associated antigen 16                            |   | X |
| <b><i>Synpo2</i></b>    | synaptopodin 2                                         |   | X |
| <b><i>Sdcbp</i></b>     | syndecan binding protein                               |   | X |
| <b><i>Tnks</i></b>      | tankyrase                                              |   | X |
| <b><i>Ttc17</i></b>     | tetratricopeptide repeat domain 17                     |   | X |
| <b><i>Trdn</i></b>      | triadin                                                |   | X |

|                      |                                       |   |
|----------------------|---------------------------------------|---|
| <b><i>Tuba1a</i></b> | tubulin, alpha 1A                     | X |
| <b><i>Ulk4</i></b>   | unc-51 like kinase 4                  | X |
| <b><i>Vasp</i></b>   | vasodilator-stimulated phosphoprotein | X |
| <b><i>Xirp2</i></b>  | xin actin-binding repeat containing 2 | X |
| <b><i>Zmym4</i></b>  | zinc finger MYM-type containing 4     | X |

# Supplementary material for: DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Aug 2;9:249. doi: 10.3389/fnagi.2017.00249
**Supplement:** Supplementary file 5

**Supplementary Table 5. CpGs correlation to set shifting and RNA levels (Chrom – Chromosome; Pos – Position)**

# Supplementary material for: DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Aug 2;9:249. doi: 10.3389/fnagi.2017.00249
**Supplement:** Supplementary file 6

**Supplementary Table 6. Promoter and Gene Body features in CG and non-CG context in the mPFC in Young and Aged**

|                                        | <b>Young<br/>CG</b> | <b>Aged<br/>CG</b> | <b>Young<br/>CHG</b> | <b>Aged<br/>CHG</b> | <b>Young<br/>CHH</b> | <b>Aged<br/>CHH</b> |
|----------------------------------------|---------------------|--------------------|----------------------|---------------------|----------------------|---------------------|
| <b>Average<br/>depth</b>               | 63.8                | 130.7              | 58.4                 | 127.0               | 55.5                 | 122.4               |
| <b>Sites in<br/>young<br/>and aged</b> | 16090               | 16090              | 51099                | 51099               | 128268               | 128268              |
| <b>Mean<br/>methylation<br/>ratio</b>  | 0.731               | 0.730              | 0.023                | 0.023               | 0.018                | 0.018               |
| <b>Sites <math>\leq 0.1</math></b>     | 557<br>(3.5%)       | 573<br>(3.6%)      | 48877<br>(95.7%)     | 49219<br>(96.3%)    | 123719<br>(96.5%)    | 124185<br>(96.8%)   |

# Supplementary material for: DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Aug 2;9:249. doi: 10.3389/fnagi.2017.00249
**Supplement:** Supplementary file 7

**Supplementary Table 7. Promoter and Gene Body features in CG and non-CG context in the mPFC in AI and AU**

|                                    | <b>AU CG</b>  | <b>AI CG</b>  | <b>AU CHG</b>    | <b>AI CHG</b>    | <b>AU CHH</b>     | <b>AI CHH</b>     |
|------------------------------------|---------------|---------------|------------------|------------------|-------------------|-------------------|
| <b>Average depth</b>               | 77.6          | 67.3          | 74.3             | 62.4             | 71.2              | 59.2              |
| <b>Sites in AU and AI</b>          | 14696         | 14696         | 48524            | 48524            | 123892            | 123892            |
| <b>Mean methylation ratio</b>      | 0.722         | 0.723         | 0.023            | 0.023            | 0.018             | 0.018             |
| <b>Sites <math>\leq 0.1</math></b> | 583<br>(4.0%) | 553<br>(3.8%) | 46543<br>(95.9%) | 46349<br>(95.5%) | 119699<br>(96.6%) | 119465<br>(96.4%) |

# Supplementary material for: DNA Methylation of Synaptic Genes in the Prefrontal Cortex Is Associated with Aging and Age-Related Cognitive Impairment
**Source:** Front Aging Neurosci. 2017 Aug 2;9:249. doi: 10.3389/fnagi.2017.00249
**Supplement:** Supplementary file 8

**Supplementary Table 8. CHG hypermethylation of genes within GO clusters in animals with delayed shifting**

How the deposited data were processed for this re-analysis (not part of the article)

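DNA methylation in the medial prefrontal cortex was measured by whole genome bisulfite sequencing in 30 male Fischer rats, 10 young (5 to 6 months) and 20 aged (17 to 22 months), of which 9 were aged impaired (AI) and 11 aged unimpaired (AU). The authors trimmed the paired-end reads with trimmomatic, removed reads with unconverted cytosines, aligned the rest to the rn5 genome with BSMAP and called methylation with cscall in the DMAP2 pipeline, whose versions the paper does not state. Removing reads with unconverted bases lowers the ratio at sites with true non-CG methylation as well as at sites with failed conversion. The deposited values are, for each rat and cytosine, the share of reads that read as methylated, from 0 to 1, without scaling between rats. A rat has no value at a site covered by fewer than 5 reads, and a site is kept when at least 3 rats in each group compared have a value.

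The values come as 2 sets of calls, one for aged against young rats and one for AI against AU rats, each for CpG, CHG and CHH sites. The set for aged against young rats holds 85484 CpG, 266960 CHG and 707223 CHH sites, and the set for AI against AU rats holds 80903 CpG, 256337 CHG and 687718 CHH sites. All 150 columns with the values of a rat were assigned to their rat. The number of reads behind a ratio is not given with these values. The depth per rat and site is therefore unknown beyond the minimum of 5, at which a ratio moves in steps of 0.2. With these values neither a count model nor another coverage minimum could be used. The paper states that the reads were deposited as well, and they were not processed again here. The number of sites with a value stands in for depth, and in the calls for aged against young rats it ranged from 22521 to 70063 CpG sites per rat.

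Ratios were compared at each site with Welch's test, 2-sided, where at least 3 rats per group had a value. Sites with an unadjusted p under 0.05 were counted, as in the paper, and the Benjamini-Hochberg adjusted number is given beside them. CHG and CHH sites were tested where the mean ratio was over 0.1 in at least 1 group. Sites were called hypermethylated where the aged or AI rats had the higher mean. Means per rat, means over a locus and single named sites were compared with a permutation test on the difference of means, exact where the number of arrangements was small enough and otherwise with 100000 resamples, 2-sided unless stated. A locus is a run of at least 5 CpGs past the threshold with gaps under 1000 bp. Counts of sites were set against 99 other splits of the same rats into groups of the same sizes, and against splits within the number series of the rat identifiers. These series are named A (the lowest numbers), B (the next) and C (the highest), the paper does not describe them, and they were used as a possible batch. A site is deposited only if at least 3 rats of each true group have a value, so other splits lose sites with few rats, and the comparison was also made over the sites with a value in every rat, which do not have this limit.

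The sites of Supplementary Tables 2 and 5 were found by position, and the signs of correlation with RNA and with trials to criterion (TTC) are those of the tables. TTC scores per rat and RNA levels were not analysed here, so AI rats were compared with AU rats in place of the correlation with TTC. No annotation of rn5 was used, so that all deposited sites were tested and promoters, gene bodies, repeats and gene ontology were left out. Gene names are those of the tables.

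Alternatives were limma's moderated test on the ratios, on logit-transformed ratios with an offset of 0.05 and with the number series as a covariate, at least 5 or 8 rats per group, sites with a mean ratio from 0.1 to 0.9, 1 site per cluster of sites less than 1000 bp apart, leaving out each number series, no ratio filter or a filter at 0.2 for non-CG sites, medians in place of means, Spearman's correlation, and sites with a value in every rat. Tests restricted to sites in both sets of calls were added later. In data simulated at a depth of 20 reads with 200 sites of 20000 changed by 0.4, Welch's test found 100% of them with the group sizes for age and 98% with those for impairment, and 5.29% and 4.07% of the unchanged sites passed. Differences of the size found at most sites, and depths near the minimum of 5, were not simulated, and these rates do not apply to them. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.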

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

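The tests in this part were chosen after the results were seen, apart from the alternatives described with the processing.

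At the 5S_rRNA locus on chromosome 19 (67047902 to 67048585, 79 CpG sites), the difference between aged and young rats was not the same in the number series of the rat identifiers. It was -0.409 in series A (11 aged and 3 young rats) and -0.0174 in series B (8 aged and 3 young rats), and these differences were apart by -0.392 when tested directly (permutation of the series within each age, p = 1e-05, the smallest value these permutations can give, adjusted p = 8e-05 over 16 loci). All 11 aged rats of series A lay between 0.04 and 0.0983, and all 8 aged rats of series B between 0.399 and 0.521. A shift between series acting on both ages alike is argued against by the young rats, whose means in series A and B were 0.0164 apart. Ratios that depend on how the rats were grouped for the calls are argued against because no aged rat's mean moved by more than 0.0113 between the calls. Impairment is argued against because each series held AI and AU rats on its own side (permutation test of AI against AU, p = 0.808). Open explanations are a technical difference between aged samples of the series, reads shared between copies of this repeated gene, a difference in age within the range of 17 to 22 months, and aging itself in rats of series A. Whether aged rats of series B may be closer to young rats at sites in general is not decided by the test made. It asked whether the age differences of the other series appeared in them, and did not detect these (one-sided exact permutation p = 0.176, 8 aged and 3 young rats, smallest possible p = 0.00606). Such closeness would give that result too, but a difference that is not detected is not shown to be absent. With 3 young rats in each of these series, this remains a hypothesis.

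Among 64 groups of 4 to 10 rats, 3 held a rat whose gap to the others was large for the range of its group, where 3.2 are expected by chance. These groups are not independent. The young rat 2176 had 6.01% of its CpG sites at or under 0.1, against 5.11% to 5.58% in the other 9 young rats. At position 7321433 of chromosome 9, a young rat had a ratio of 0.0588 and the other 9 had 0, a gap that a single read can make. At position 191212526 of chromosome 2, an AI rat had a ratio of 0.8 and the other 7 had 0.909 to 1. No explanation was tested for these 3 rats, and their number is what chance gives.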

How the results depend on the processing

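The alternatives were set before the data were examined, except the 14 restricted to sites in both sets of calls, which were added after the values had been seen and left each share within 1.5 times. Over 31 results and 94 alternatives, 68 left the result as it was and 26 changed it: 16 moved a value, 7 reversed a direction and 3 took a difference over the threshold. At non-CG sites only the share past the threshold was counted in this way. Reversals of the hypermethylated share at non-CG sites are therefore not among these 7. The coverage minimum could not be varied, because the values analysed here are ratios without read counts. No paired analysis was possible because the groups share no rats.

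With limma on the ratios, the hypermethylated share among CpGs past the threshold for age was 50.3% in place of 39.3%. At non-CG sites the share for age moved without the ratio filter to 2.12% (CHG, 84.8% hypermethylated) and 1.43% (CHH, 86.2%), with a filter at 0.2 to 14.1% and 13.6%, and with limma to 13.7% (31.2% hypermethylated) and 13.5% (35.5%). For AI against AU rats it moved without the filter to 0.811% (CHG, 40.3% hypermethylated) and 0.525% (CHH). The direction of non-CG change with age thus reversed with limma at CHG and CHH sites, and not with either filter. Restricting to sites with the same ratios in both sets of calls reversed it at CHG sites (47.1% hypermethylated) and not at CHH sites (52.4%).

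The lower CpG mean of aged rats kept its sign, but the difference did not pass the threshold over sites with a value in every rat (-0.00654, permutation test, p = 0.0551), with medians (-0.00429, p = 0.148) or with 1 site per cluster (-0.00258, p = 0.213). Differences far from the threshold changed sign: CHG for age over sites in every rat (-0.000757) and per cluster (-0.000423), CpG for AI against AU with medians (-0.000560), CHG over sites in every rat (3.07e-05), and CHH over sites in every rat (9.21e-05) and per cluster (0.000537). With medians over rats, CpGs at or under 0.1 were 4.90% in aged, 4.81% in young, 5.08% in AI and 5.08% in AU rats. The median correlation between rats was 0.839 in young and 0.873 in aged rats over sites in every rat, and 0.613 and 0.6253 with Spearman's correlation.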

Differences from the paper's values

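For the 29 values of the paper that were also computed here (ranges of r between rats, the FDR for age, mean ratios and shares of sites at or under 0.1), none differed by more than 1.5 times. Of the 24 mean ratios and shares, 15 nevertheless differed by more than the SD between rats, all at CpG and CHH sites. For the shares, this SD is that of each rat's own share. The paper's means, shares and FDR are for promoters and gene bodies, and those here are over all deposited sites. These gaps therefore compare different sets of sites and do not show that the paper's values fail to reproduce. The mean CpG ratio was 0.709 in young and 0.709 in aged rats against the paper's 0.731 and 0.730, and 0.704 in AI and 0.704 in AU rats against the paper's 0.723 and 0.722. The share of CpGs at or under 0.1 was 4.48% in young and 4.48% in aged rats against the paper's 3.5% and 3.6%, and 4.65% in AI and 4.69% in AU rats against the paper's 3.8% and 4.0%. Medians over rats, the alternative set for this share, lay further away (4.81% in young and 4.90% in aged rats). At CHH sites the mean was 0.0170 in young, 0.0168 in AI and 0.0167 in AU rats against the paper's 0.018, and the share at or under 0.1 was 96.9% in young, 97.2% in aged, 96.9% in AI and 97.1% in AU rats against the paper's 96.5%, 96.8%, 96.4% and 96.6%. Under the alternatives set before the data were examined, 8 values for the range of r lay further from the paper's than those of the main setting. They came from sites with a value in every rat (young 0.799 to 0.884, aged 0.803 to 0.917) or from Spearman's correlation (young 0.593 to 0.646, aged 0.598 to 0.665).

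The paper states that about equal numbers of differentially methylated sites gained and lost methylation. Its own counts for CpGs and age, 367 hypermethylated and 651 hypomethylated, make 36.1% hypermethylated, which is close to the share found here. Over all deposited sites, 39.3% of the CpGs past the threshold were hypermethylated. Of the alternatives set before the data were examined, limma on the ratios (50.3%) and limma with the number series as a covariate (49.1%) reached about equal numbers, leaving out series A gave 47.5%, and the others lay between 33.5% and 44.5%.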

Other observations

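The tests in this part were chosen or written down after the results were seen, and the patterns were found and tested on the same data.

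Age and number series. Among 100 splits of the 30 rats, the real one included, 2 gave as large a share of CpGs past the threshold as age did, 3 for CHG and 3 for CHH sites. With splits that kept the numbers of rats per series, it was 1 of 100 for CpG, 1 for CHG and 1 for CHH sites. Splits over all sites lose sites with few rats, so they were repeated over sites with a value in every rat. There it was 1 of 100 for CpG (9.60% of 6407 sites, against a median of 4.604% over splits), but 22 of 100 for CHG and 20 of 100 for CHH sites. Over the same CpGs, a split that follows the number series within aged rats gave more than age: 17.3% passed between aged rats of series A and B (1 of 100 splits of these 19 rats gave as many). Within series A, 11.5% passed for age (1 of 100), within series B 5.79% (49 of 100), without series A 5.21% (12 of 100) and without series B 13.0% (1 of 100). The CpG signal of age may therefore rest largely on aged rats of series A. The number of rats also falls when a series is left out, and whether the age effect differs between series was tested directly only for loci.

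Direction with age. Splits as far from equal numbers of hypermethylated and hypomethylated CpGs as the real one were 6 of 100, 3 of 100 within series and 7 of 100 over sites with a value in every rat. Over the sites with a value in every rat, the real share was 30.1% hypermethylated. Neighbouring sites counted many times may carry part of the excess of hypomethylated CpGs, since with 1 site per cluster 44.5% were hypermethylated. Random splits into groups of the same unequal sizes had a median of 43.3% over all sites, but of 47.2% over sites with a value in every rat, so the sizes of the groups alone do not give 43.3%. Whether unequal groups, with sites of few rats, are the whole cause cannot be told apart, because the counts of splits lie on both sides of 5 of 100.

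Loci. Loci are chosen for CpGs that differ in the same rats, so they were set against loci chosen in the same way in other splits. For age, 1 of 100 splits gave as many loci and 1 of 100 a locus as extreme, and within series 1 and 2 of 100. For AI against AU rats, 67 of 100 gave as many loci and 5 of 100 a locus as extreme, and within series 56 and 9 of 100.

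AI against AU rats. The share of CpGs past the threshold was reached by 96 of 100 splits, by 96 of 100 within series and by 83 of 100 over sites with a value in every rat. For CHG sites it was 34, 23 and 36 of 100, and for CHH sites 10, 3 and 62 of 100, so that 1 of these 9 counts was under 5 of 100. CpGs that differed in the other series (338 sites) had the same direction in the rats of series B at 51.5%, and a shared difference cannot be told apart from chance there (one-sided exact permutation p = 0.0857, 4 AI and 4 AU rats, smallest possible p = 0.0143). Over the sites of Supplementary Table 5, a difference between AI and AU rats as large was given by 100 of 100 splits for the sites with a positive and 95 of 100 for those with a negative correlation to TTC, and by 99 and 91 of 100 for sites with at least 5 rats per group. These splits selected sites on the split itself, which favours them over sites selected on TTC, so they do not exclude a relation.

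The cut-off for r. Random scores passed the cut-off of 0.444 at a median of 17.3% of CpGs, because most sites have fewer than 20 rats, and 9 of 100 sets of random scores reached the share computed from the paper's numbers (18.2%). Scores unrelated to methylation could therefore give as many sites, with the limit that the paper's share is over promoters and gene bodies. A test that went the other way has to be set beside this: with the AI and AU groups in place of a score, 17.1% of all CpGs passed and only 1 of 100 splits gave as many (median 15.5%). That comparison favours the real groups, since other splits lose the sites with few rats, where r is large by chance. Over the 8012 sites with a value in every rat, 4.05% passed and 91 of 100 splits gave as many. For age, with the cut-off of 0.361, it was 1 of 100 over all sites and 1 of 100 over sites with a value in every rat (9.79%, median of splits 4.67%).

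Sites near 0 in one group and near 1 in the other. Of such CHH sites for AI against AU rats that are in both sets of calls, 100% had another ratio in the same rats in the other set, and of those for age 75%. Of the 214 such CHH sites for AI against AU rats, 145 had at least 3 AI and 3 AU rats in the calls for aged against young rats, and AI and AU rats differed by more than 0.8 there at 0 of them (largest difference 0.236). The difference thus appears in only 1 set of calls, but which set is right is not known, so a difference between AI and AU rats and an effect of the calls cannot be told apart. A strain variant under these sites stays open as well, since the ratios do not show the bases read. The same rat moved by more than 0.8 between the sets at 453 CHH sites, which shows that the ratio depends on the set of calls. A candidate explanation is a step of the calling that depends on how the rats are grouped, for example one that separates a variant base from a converted cytosine group by group, which was not tested beyond this comparison. For age, 135 CHH sites passed the adjusted threshold among those with the same ratios, and whether they are differences with age cannot be told apart, because young rats are in only 1 set of calls.

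Mitochondrial sites. The mean CHH ratio of a rat over 4077 mitochondrial sites was 0.0260 to 0.161. This was above the highest mean of a rat over all its CHH sites, 0.0185, which includes the mitochondrial ones. No mean over nuclear sites alone was taken, but it can only lie lower, since the mitochondrial sites raise the mean over all sites. Incomplete conversion of all DNA alike is argued against by that lower value. Across rats the mitochondrial ratio fell with the number of sites measured (r = -0.862, permutation test, p = 1e-05, the smallest these permutations can give), but r was 0.270 within series A (permutation test, p = 0.353, 14 rats) and -0.699 within series B (permutation test, p = 0.00718, 11 rats), so the number of sites and the series cannot be told apart as its source. Mitochondrial CHH means were not found to differ with age (permutation test, p = 0.206). After the relation with the number of sites was removed, aged rats were lower, by -0.0135 (permutation test, p = 0.0422, unadjusted), while CpG (permutation test, p = 0.128) and CHG sites (permutation test, p = 0.138) did not pass the threshold. A difference with age therefore stays open, and no other biological explanation was tested.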
